# Transcriptome and functional analysis revealed the intervention of brassinosteroid in regulation of cold induced early flowering in tobacco

**DOI:** 10.3389/fpls.2023.1136884

**Published:** 2023-03-31

**Authors:** Xiumei Dai, Yan Zhang, Xiaohong Xu, Mao Ran, Jiankui Zhang, Kexuan Deng, Guangxin Ji, Lizeng Xiao, Xue Zhou

**Keywords:** tobacco, cold, early flowering, brassinosteroid, *NtBRI1*

## Abstract

Cold environmental conditions may often lead to the early flowering of plants, and the mechanism by cold-induced flowering remains poorly understood. Microscopy analysis in this study demonstrated that cold conditioning led to early flower bud differentiation in two tobacco strains and an Agilent Tobacco Gene Expression microarray was adapted for transcriptomic analysis on the stem tips of cold treated tobacco to gain insight into the molecular process underlying flowering in tobacco. The transcriptomic analysis showed that cold treatment of two flue-cured tobacco varieties (Xingyan 1 and YunYan 85) yielded 4176 and 5773 genes that were differentially expressed, respectively, with 2623 being commonly detected. Functional distribution revealed that the differentially expressed genes (DEGs) were mainly enriched in protein metabolism, RNA, stress, transport, and secondary metabolism. Genes involved in secondary metabolism, cell wall, and redox were nearly all up-regulated in response to the cold conditioning. Further analysis demonstrated that the central genes related to brassinosteroid biosynthetic pathway, circadian system, and flowering pathway were significantly enhanced in the cold treated tobacco. Phytochemical measurement and qRT-PCR revealed an increased accumulation of brassinolide and a decreased expression of the flowering locus c gene. Furthermore, we found that overexpression of *NtBRI1* could induce early flowering in tobacco under normal condition. And low-temperature-induced early flowering in *NtBRI1* overexpression plants were similar to that of normal condition. Consistently, low-temperature-induced early flowering is partially suppressed in *NtBRI1* mutant. Together, the results suggest that cold could induce early flowering of tobacco by activating brassinosteroid signaling.

## Introduction

Flowers develop from florally determined meristems that proliferate to form the floral organs which include the sepals, petals, stamen, and carpels. The importance of transitional time from vegetative growth to flowering is paramount because flowering is the first step of sexual reproduction (Bernier et al., 1993). Numerous genes have been identified that can change the basic pattern of flower morphogenesis, indicating that flower differentiation is under strict genetic control. Transcription factors related to development that regulate specific downstream gene targets may trigger a response in plants which promotes initiation of flowering. Flower differentiation appears to be controlled at the transcription level, with specific RNA transcripts present in regions of the flower primordia, which are affected by the specific genes (O‘maoiléidigh et al., 2014). As described in the ABC model for floral development, APETALA2 (AP2), AP1, AP3, PISTILIATA (PI) and AGAMOUS (AG) are essential components for regulating the development of various floral organs (Bowman et al., 1991; Thomson and Wellmer, 2019). Floral meristem identity genes regulate the spatially restricted patterns of the classical ABC model which includes AP3, PI, and AG (Weigel and Meyerowitz, 1994).

The time of flowering is controlled by several kinds of pathways, including photoperiod, gibberellin, autonomous, and vernalization (Boss et al., 2004; Freytes et al., 2021). These various floral-promoting signals regulate the expression of a common set of genes collectively referred to as flowering pathway integrators. Flowering pathway integrators activate floral-meristem identity genes and trigger the transition from the vegetative phase to the reproductive phase (Henderson and Dean, 2004; Komeda, 2004; Thomson and Wellmer, 2019). The chronological progression of MADS-domain transcription factor AG activation followed by the repression of WUSCHEL (WUS) is essential for the formation of reproductive floral organs and flower determinacy (Yan et al., 2016; Jha et al., 2020). It has been demonstrated that AG promotes the recruitment of TFL2/LHP1 to the stem cell maintenance gene in flower meristems (Liu et al., 2011), and directly or indirectly represses the expression of *WUS* (Lenhard et al., 2001).

Flowering is regulated by multiple flowering pathways that are controlled by environmental and endogenous signals. Recent evidence indicates that GA biosynthetic genes are induced by cold stress in dormant buds (Rinne et al., 2011) and that GA is closely involved with the regulation of anthesis in rosaceae species (Barros et al., 2012). In addition to GA, there are many hormones involved in the regulation of flowering. Auxin is very important to terminate the growth of meristem and promote flower meristem initiation (Cucinotta et al., 2021). For ethylene, Chen et al. found ETHYLENE RESPONSE FACTOR1 (ERF1), a key transcription factor of ethylene signaling, can delayed floral transition through direct inhibition of *FLOWERING LOCUS T* (*FT*) (Chen et al., 2021). Brassinosteroids (BR) as an important plant hormone has been linked to flowering in previous studies. Some BR biosynthesis and signaling transduction defect mutants showed delayed flowering (Li et al., 2010). Domagalska et al. found that BR could promote flowering by repression the expression of *FLOWERING LOCUS C* (*FLC*) (Domagalska et al., 2007). Recently, it was showed that BR downstream effectors BRASSINOSTEROID INSENSITIVE 2 (BIN2) and BRI1 EMS SUPPRESSOR1 (BES1) can interacts with FRIGIDA and ABSCISIC ACID-INSENSITIVE 3 (ABI3) to promote flowering, respectively (Hong et al., 2019; Khan et al., 2022). Photoperiod is another important factor to control plant flowering. Circadian system mediate photoperiodic regulation of day-length specific expression of *FT* is crucial for flowering time regulation (Song et al., 2013). Low-temperature is another important environmental factor, its signaling can be mediated by the C-repeat binding factor (CBF)/DREB1 family of transcription factors (Barros et al., 2012; Li et al., 2020). Low temperature signaling pathways were also studied on the cold-regulated (COR) genes, which play a fundamental role in stress tolerance, and determined to be targets for CBF TFs (Hwarari et al., 2022). The *Arabidopsis* CSPs which contain an N-terminal cold shock domain have been shown to have an important functional role in flowering development (Nakaminami et al., 2009; Juntawong et al., 2013). CSPs are associated with abiotic stress responses where AtCSP1-AtCSP3 genes are highly induced by cold stress (Karlson and Imai, 2003). Although regulation of cold acclimation and dormancy in perennial plants has received increasing attention in recent years, the role of the molecular pathways connected with low-temperature signaling is still poorly understood.

The transition of vegetative phase to reproductive phase is a critical decisive element for flowering plants. In tobacco, delayed flowering improves both biomass and biomass digestibility. The vast experience in cultivating tobacco garnered over the years suggests that flowering time is an important biomass trait and could greatly affect the quality of tobacco leaves. Our study demonstrated that cold conditioning in the seedling stage may lead to an early flowering transition of tobacco. While recent studies have also illustrated that cold induces notable effects on tobacco photosynthesis and secondary metabolism (Huang et al., 2016) little has been accomplished in exploring the molecular mechanism for early flowering transition based on induced cold condition. Plant breeding in order to influence cold requirements and develop improved freeze tolerant cultivars is considered to be long-term solutions to mitigate winter chill, decrease freezing damages, and secure deciduous fruit production (Zhang et al., 2019). In this study, two tobacco varieties Xingyan 1 (XY1) and Yunyan 85 (YY85) were thermally treated with 12°C as cold stress. Comparative transcriptomic and functional analysis was performed to evaluate the expression of genes involved in flower pathway and reveal the inherent molecular mechanism for regulating the flowering transition.

## Materials and methods

### Plant material and cold-stress treatment

Tobacco seeds of YY85 and XY1, incubated in water until germination, were sown into seedbeds. The seedbeds were then transplanted into potted containers and placed in a light incubator with a constant temperature of 28°C and relative humidity of 70-80%. The photoperiod was defined as 12 h with white light (1500 lx) and 12 h without light in one day. When sixth true leaf appeared, some of the seedlings of YY85 and XY1 were then transferred into another light incubator with temperature set to 12°C as the cold stress treatment. The remaining seedlings were considered as a control group. After 10 days, stem tips of the seedlings from cold and control groups were collected for analysis and three independent biological replicates were used in this study. The 10 days cold treated plants were then transplanted into normal growth environments.

### Microscopy analysis

The stem tip tissues used for light microscopy were harvested from the 25- and 30-day-old plants after transplantation and temperature treatment (12°C and 28°C, as previously described). Stem tips (about 5 cm long) were cut down and placed into a medical syringe with a length of at least 15 cm to exhaust air in the stem tip. The stem tips were then fixed in FAA fixation solution for 48 h. The anatomical structure of the meristem tips was then observed *via* an SZX12 stereomicroscope (Olympus Corp., http://www.olympus.co.jp/en/) at ×50 magnification and pictures were captured.

### RNA preparation

Total RNA was extracted from 100 mg of tobacco leaves using the Plant RNA Isolation Kit (Watson Biotechnologies, Inc., Shanghai, China). DNase digestion was performed using RNase-free DNase I (TaKaRa) in order to remove any residual DNA. The concentration and quality of RNA were determined using a NanoDrop ND-2000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA) and an Agilent 2100 BioAnalyzer (Agilent Technologies, Cheadle, UK). The RNA samples from the same cultivated region were then equivalently pooled together for microarray hybridization and qRT-PCR analysis.

### Transcriptomic analysis

Gene expression profiles of tobacco leaves were assessed *via* Agilent Tobacco Gene Expression Microarrays (G2519F). cRNA labeling, hybridization and microarray processing were carried out at CapitalBio Corporation (Beijing, China) and labeling reactions were carried out using a CapitalBio cRNA Amplification and Labeling Kit (CapitalBio Corp.) in the presence of a fluorescent dye (Cy3-dCTP). All samples were labeled with Cy3 in this study. In order to rule out bias attributed to the dye, the sample labeling with these dyes was reversed (Yu et al., 2010). Hybridization was performed at 42°C for 16 h in a CapitalBio BioMixer II Hybridization Station (CapitalBio Corp.). Microarray slides were scanned with a LuxScan 10KA confocal laser scanner (CapitalBio Crop.) at 535 nm for Cy3 and 625 nm for Cy5 after washing. The obtained images were then evaluated with LuxScan 3.0 software (CapitalBio Corp.) which employs the LOWESS method (locally weighted scatter plot smoothing regression) (Yang et al., 2002) to minimize differences of dye incorporation efficiency in a two-channel microarray platform. Spots with fluorescence signal intensities of < 800 U (after subtracting the background in both channels) were regarded as empty spots and not analyzed further.

### Differentially expressed gene identification

Differential expression analysis was performed in comparing samples of the cold treatment group and control group. The raw fluorescence signal intensity of each spot was normalized to represent the expression level of one gene. The criteria used to identify differentially expressed genes (DEGs) were a fold change of either < 0.5 or > 2 and a p-value of < 0.05 when a comparison was made between samples.

### Functional annotation

Due to the limited annotation of the Agilent Tobacco Gene Expression Microarray, enhanced function annotations for probe sets were established from the best BlastX hit of the *Nicotiana tabacum* genome (https://solgenomics.net/organism/Nicotiana_tabacum/genome) with an e-value cutoff of 1e^-3^. KEGG enrichment analysis of DEGs was performed using KEGG database, and gene functions were categorized using MapMan bin codes (http://mapman.gabipd.org/) (Usadel et al., 2005). The predication for identified genes derived from tobacco was performed by transferring annotations to the tomato and *Arabidopsis* genome in consideration of orthologous genes. Pathway mapping and Gene Ontology (GO) enrichment analysis of identified genes was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/) and the gene ontology resource (http://geneontology.org/) (Kanehisa and Goto, 2000).

### Cluster analysis of differentially expressed genes

Cluster analysis of DEGs was performed using Cluster 3.0 software (version 3.0; http://bonsai.hgc.jp/~mdehoon/software/cluster/) (De Hoon et al., 2004).

### Quantitative real-time PCR

Total RNA was isolated from stem tips using the method(s) described above. RNA was reverse-transcribed using a cDNA synthesis kit (Promega, Madison, WI, USA) by following the manufacturers protocol. The qRT-PCR was performed using an EvaGreen qPCR MasterMix (Applied Biological Materials, Richmond, BC, Canada) on a MyiQ2 two-color real-time PCR detection system (Bio-Rad, Hercules, CA, USA). The reaction conditions were as follows: 95°C for 600 seconds followed by 35 cycles of 95°C for 15 seconds and then 60°C for 60 seconds. Gene expression was normalized using *actin* as an internal control. Three biological replicates were performed for each sample. The primers used (**Table S1**) were designed using Primer Premier 5.0 software (Premier Biosoft International, Silicon Valley, CA, USA) and the relative quantification method (2-ΔΔCt) was utilized to evaluate quantitative variation between the different treatments (Livak and Schmittgen, 2001).

### Measurement of bioactive BR level

Enzyme-linked immunosorbent assays (ELISAs) for measuring 24-epicastasterone and related brassinolide (BL) analog (with detection ranges of 0.005 to 50 pmoles) was used in this study. A portion of the stem tip samples were ground in liquid nitrogen using a pre-cooled mortar and pestle and the resulting powder was then mixed with 2 mL of 80% methanol. The mixture was incubated for 4 h at 4°C and then centrifuged for 15 min at 1200 × g. After the supernatant and precipitate were separated, the precipitate was extracted again with 1 mL methanol and the combined supernatant was then dried *via* nitrogen using a Nitrogen Blowing Apparatus (YGC-36, Baojing, Zhengzhou, China). The residue adhered inside the tube was BR extraction. The steps for BR level measurement were performed following the manual’s instruction for the ELISA Kit (Beinongtianyi, Beijing, China), with the BR content in the fresh stem tips expressed as ng/g FW.

### Generation of *NtBRI1* overexpression lines and *NtBRI1* mutant plants

According to the gene sequence of *NtBRI1* (*Nitab4.5_0005374g0010*), *NtBRI1* amplification primers (NtBRI1-F: GGATCATCATGAACCTCACAAGTGCTA, NtBRI1-R: ACTAGTTCATAGGTGTTGCTCAGCTCAT) were designed, and BamH I and SPE I digestion sites were introduced into the primers. Then, *NtBRI1* was amplified by PCR and introduced into pCAMBIA2301 binary vector. To generate the *NtBRI1* CRISPR/Cas9 vector, one target sequence was selected according to a web tool (http://chopchop.cbu.uib.no/), and sgRNA was generated by using overlapping PCR. And then the sgRNA was subcloned into the BamHI site of pCACas9 binary vector. The confirmed plasmids were introduced into *Agrobacterium tumefaciens* strain GV3101 for subsequent tobacco genetic transformation. Finally, a main cultivated tobacco variety (Honghua Dajinyuan, HD) was used to generate *NtBRI1* overexpression plants and *NtBRI1* mutant plants.

### Statistical analysis

SPSS statistical software (version 22.0; IBM, Armonk, NY, USA) was used in the statistical analysis in this study. Statistical significance was evaluated by either the Student’s *t*-test when only two groups were compared or by one-way ANOVA followed by Tukey’s test when multiple groups comparisons. A p-value less than 0.05 was considered as statistically significant.

Data sets containing three independent biological replicates per sample were statistically analyzed. Principal component analysis (PCA) was performed using SIMCA-P software (Umetrics, Umea, Sweden) to assess the expression changes between samples and identify the transcriptomic changes involved in group discrimination.

## Results

### The effect of cold treatment on flower bud differentiation of XY1 and YY85 strains

In investigating the effects of cold stress on flower bud differentiation, the seedlings of *N. tabacum* (XY1 and YY85) were treated with cold stress (12°C for 10 days). After a transplantation of 25 and 30 days, the stem tips were collected for microscopy analysis. Both XY1 and YY85 exhibited an earlier flower bud differentiation in the cold treatment group than that of control group (**Figure 1**). Compared to the control seedlings, XY1 and YY85 in the cold treatment group had advanced to the initiation stage of flower bud differentiation (ISFD) and calyx primordial formation stage (CPFS), respectively, when after being transplanted for 25 days (**Figure 1A**). After 5 days, the cold treatment group XY1 and YY85 had reached the CPFS and pistil primordial formation stage (PPFS), respectively, while those in the control group remained at the ISFD and CPFS, respectively (**Figure 1B**), and YY85 is more sensitive to cold treatment. After being transplanted for 25 days, more than 80% seedlings had been completed flower bud differentiation (**Figure 1C**). In contrast, only a few plants of XY1 have completed flower bud differentiation at the same time (**Figure 1D**). Field observation also showed that cold treatment group reached the budding stage earlier than that of control (**Figure S1A**). Consistently, the number of leaves in the low temperature treatment group decreased significantly compared with control, owing to early flower bud differentiation (**Figure S1B**). Based on the comparison between XY1 and YY85, it was clearly demonstrated that YY85 exhibited earlier floral transition and development than that of XY1, and it is more sensitive to cold stress in cold-induced early flowering.

**Figure 1:**
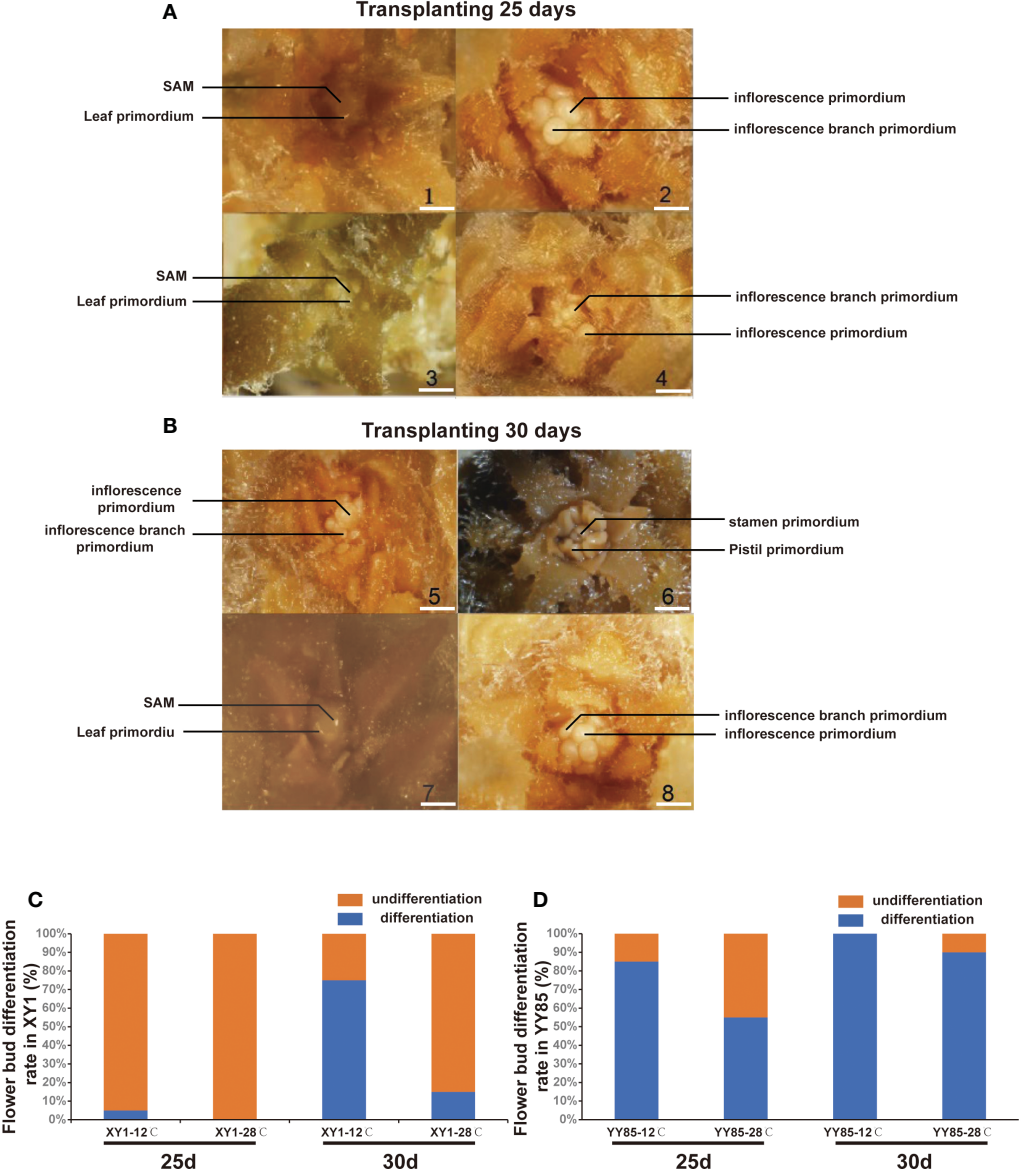
Microscope observation of cold stress induced flower bud differentiation. **(A)** and **(B)** Phenotype characteristic of tobacco stem tips under microscope. XY1 under 12°C treatment (1 and 5); YY85 under 12°C treatment (2 and 6); XY1 under 28°Ctreatment (3 and 7); YY85 under 28°C treatment (4 and 8). Bar = 1 mm. (SAM means shoot apical meristem). **(C)** and **(D)** The flower bud differentiation rate of XY1 and YY85 under cold-stress treatment. 20 samples of each treatment were collected for observation, and the experiment was repeated twice.

### The comprehensive transcriptomic analysis of XY1 and YY85 under cold stress

To investigate the molecular mechanism of tobacco flower in response to the cold treatment, transcriptomic analysis was performed using Agilent Tobacco Gene Expression Microarrays. 

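Stem tips of the cultivars XY1 and YY85 were compared after 10 days at 12 °C or at 28 °C, with 3 arrays in each of the 4 groups and 12 arrays in all. Every array was a 1-colour Agilent tobacco array labelled with Cy3, on which 43759 probes were read from 43803 spots apart from controls. The authors' deposited scanner files give the signal of each spot in intensity units, after background subtraction and detrending by Agilent Feature Extraction. From there, spots with an outlier flag were left out, the log2 of the signal minus the array's 75th percentile was taken, and spots of one probe were averaged. The 75th percentile of the signal was 4003 to 4430 units (median 4329) for XY1 at 28 °C, 3689 to 4240 (median 4057) for XY1 at 12 °C, 2707 to 3645 (median 2984) for YY85 at 28 °C and 2488 to 4768 (median 4520) for YY85 at 12 °C. Between 69.5 and 78.7% of the probes of an array were well above background. The 33936 probes well above background on all 3 arrays of at least 1 group were tested with limma over all 12 arrays, and 5602 of them carry a gene description in the authors' table. A probe was called at an adjusted p under 0.05 together with a fold over 2. Where none of the 3 arrays of a group measured a probe well above background, the change is given as a bound, from the mean of the bright group over that of the dim group with each dim array set to the lowest signal well above background on that array, or to the probe's own signal if higher. The arrays lay on 3 slides, the first with all YY85 arrays at 28 °C and replicate 1 of YY85 at 12 °C, the second with replicates 2 and 3 of YY85 at 12 °C and replicates 1 and 2 of XY1 at 28 °C, and the third with the remaining XY1 arrays. The number of arrays limits the precision. The methods describe RNA pooled before hybridisation and also 3 independent biological replicates, so the p-values measure only the spread between these arrays.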

RNA was isolated from the stem tips of XY1 and YY85 that were grown at 28°C and 12°C, and cDNA was synthesized, labeled, hybridized, and analyzed. Principle component analysis (PCA) on the gene expression was performed to demonstrate the particularity of cold treatment samples. 

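The cold-treated arrays of both cultivars lay apart from the control arrays on the first principal component, which held 59.3% of the variance of the 33796 tested probes with a value on every array. The scores ran from 54 to 92.7 for the arrays at 12 °C and from -111.4 to -41.5 for those at 28 °C, so that no cold-treated array reached the control side in either XY1 or YY85. With each array left out in turn, the share of this component had an SD of 2.76 percentage points, and without replicate 1 of YY85 at 12 °C it was 66.2%.

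**Figure D1:**
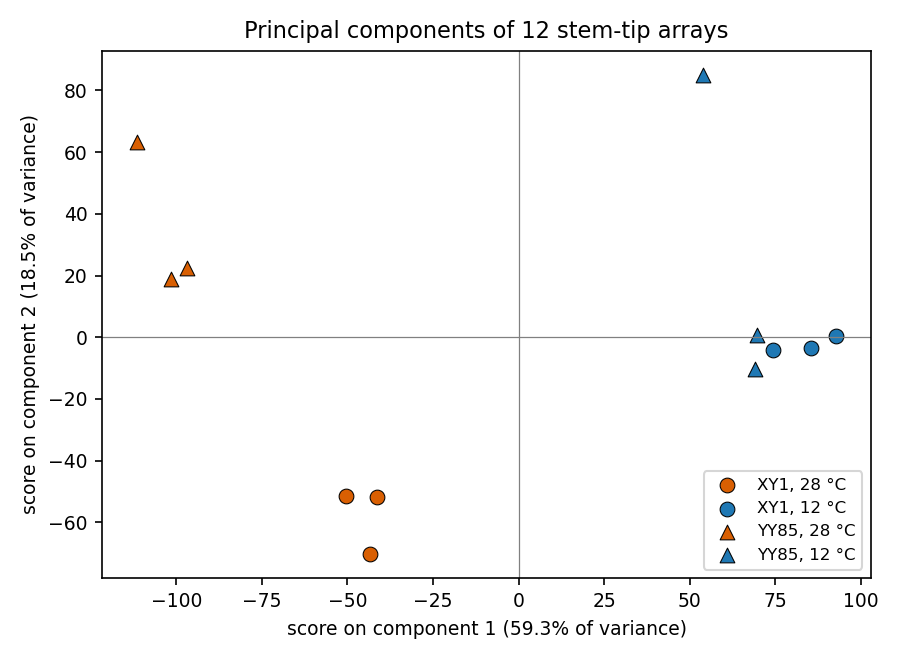
Scores of the 12 arrays on the first principal component (x axis) and the second (y axis), in log2 units, with a point per array. Circles are XY1 and triangles YY85, in orange at 28 °C and in blue at 12 °C. The arrays at 12 °C lie at 54 or more on the x axis and those at 28 °C at -41.5 or less.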

In **Figure S2A**, cold treatment samples of XY1 showed good separatatio from the control samples in PCA1 (60.6%) with a similar result found in samples of YY85. In the cold treatment group, samples of the two strains were not separated in either of the PCA quadrants; however, in the control group, XY1 and YY85 were significantly separated in PCA2 (18.0%). Furthermore, the PCA analysis also exhibited demonstrable repeatability in the replicated samples in XY1 and YY85. 

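On the second principal component, with 18.5% of the variance, the XY1 arrays at 28 °C had scores from -70.2 to -51.4 and the YY85 arrays at 28 °C from 18.9 to 63.3. At 12 °C the XY1 arrays lay between -4.1 and 0.4 and the YY85 arrays at -10.4, 0.9 and 85.1, the last being replicate 1, which shared a slide with the YY85 controls. At 28 °C, limma called 2358 probes between the cultivars, 639 higher and 1719 lower in YY85, and 1394 without replicate 2 of XY1 at 28 °C or 1422 without replicate 3 of YY85 at 28 °C. The probe for CONSTANS, a regulator of photoperiodic flowering, was called higher in YY85 at 28 °C (adjusted p = 0.011), with none of the XY1 arrays and 2 of the 3 YY85 arrays well above background, so that its size is not given. The vacuolar H+-ATPase B subunit probe was called lower in YY85 (adjusted p = 0.00046), with all XY1 arrays and no YY85 array at 28 °C well above background. Of 22 probes for jasmonate metabolism and signalling, 3 were higher in YY85 at 28 °C and none was lower (camera adjusted p = 0.011, and adjusted p = 0.79 with an estimated correlation), and at 12 °C the list as a whole was also higher in YY85 (camera adjusted p = 1.5e-05, and adjusted p = 0.52 with an estimated correlation). At 12 °C, 12 probes were called, 2 higher and 10 lower in YY85. XY1 and YY85 shared no slide at 28 °C and none at 12 °C, and with slide as a fixed block 1128 probes were called at 28 °C, 689 higher and 439 lower in YY85, and 2 at 12 °C. Of the 2358 probes, 250 stayed called in the same direction with this block and 2066 kept their sign, in a fit that rests on few arrays. Without replicate 1 of YY85 at 12 °C, 1 probe was called at 12 °C, and without replicate 3 of that group 193 were.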

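The replicate arrays of XY1 lay closer to each other than those of YY85. Over the tested probes, Pearson's r between arrays of a group was 0.986 to 0.992 for XY1 at 28 °C, 0.991 to 0.995 for XY1 at 12 °C, 0.981 to 0.988 for YY85 at 28 °C and 0.968 to 0.992 for YY85 at 12 °C, across probes, which are not independent replicates. The median SD between replicates of a probe was 0.104 and 0.107 on the log2 scale for the XY1 groups at 28 °C and 12 °C, and 0.17 and 0.229 for the YY85 groups. Replicate 1 of YY85 at 12 °C had the lowest 75th percentile of its group, and its repeated spots of one probe varied by 28.6%, against 6.1 to 15% on the other 11 arrays.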

The DEGs were selected for further cluster analysis using cluster 3.0 software. 

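Counting probes called in at least 1 cultivar, 7546 probes of stem tips responded to 12 °C. Averaged over the arrays, 3482 of them were higher in the cold in both XY1 and YY85, 3442 were lower in both, and 622 moved in opposite directions. The probe for AGL21 in Table 1 was among those higher in both cultivars, and the probe A_95_P202812 for the BR6OX1 enzyme CYP85A1 among those lower in both. Only 22 probes were called in opposite directions.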

A total of 7326 genes that were differentially expressed in response to the cold stress in the two tobacco strains were examined based on their expression values and then clustered into 2 groups (**Figure S2B**). 

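The 10 described probes with the highest fitted mean increase among those called in both cultivars included the NT16 polypeptide, genes of nicotine synthesis and a gene of the CENTRORADIALIS family, none of the 10 well above background on every control array, so that no order among them is given. NT16 rose at least 96.3-fold in XY1 and at least 7-fold in YY85 (adjusted p = 1.4e-05 and 0.00016). Putrescine N-methyltransferase 1 (probe A_95_P183277), which commits putrescine to nicotine, rose by 5.21 on the log2 scale in XY1 (standard error 0.83, adjusted p = 0.00086), with 2 of the 3 control arrays well above background, and at least 13.9-fold in YY85 (adjusted p = 0.00047). A622, an isoflavone reductase homolog that acts in nicotine synthesis (probe A_95_P002731), rose by 6.08 in XY1 (standard error 1.21, adjusted p = 0.0029), with 1 control array well above background, and at least 3.7-fold in YY85 (adjusted p = 0.014), with 2 cold arrays so measured and no call without replicate 3 of YY85 at 12 °C. CEN-like protein 1 (probe A_95_P121412), of the family that holds the flowering repressor TFL1, rose by 6.31 in XY1 (standard error 0.47, adjusted p = 1.1e-05), with 1 control array well above background, and at least 9-fold in YY85 (adjusted p = 1.4e-05). Among the strongest decreases in both cultivars, glyoxysomal malate synthase changed by -3.65 in XY1 and -5.7 in YY85 (standard error 0.52 each, adjusted p = 0.00045 and 1.7e-05), with 1 cold array of each cultivar well above background. WRKY3, a DNA-binding protein, changed by -2.53 and -4.85 (standard error 0.41 each, adjusted p = 0.00086 and 1e-05), also with 1 cold array of each cultivar well above background. Rubisco activase 1, which keeps the carbon-fixing enzyme active, changed by -3.13 and -3.41 (standard error 0.27 each, adjusted p = 2.3e-05 and 7.5e-06).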

Genes in cluster I were upregulated while genes in cluster II were downregulated in response the cold stress of the two tobacco strains. Cluster analysis performed between samples produced two sub-clusters, indicating a dramatic influence of cold stress on gene expression in stem tips of tobacco.

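In average-linkage clustering over 7525 probes called in at least 1 cultivar, 12 of the 12 arrays fell on the side of their own temperature, the XY1 and YY85 arrays together. The sides were the same with complete linkage and over all tested probes with a value on every array. LHY, a MYB factor of the circadian clock (probe A_95_P016256), was well above background on every array and rose by 3.68 on the log2 scale in XY1 and by 3.46 in YY85 (standard error 0.12 each, adjusted p = 6.3e-08 and 6.9e-08).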

In order to determine the mechanism by which cold affects stem tips of tobacco, expression levels of genes under cold treatment were compared with those of the control condition. A total of 4176 and 5773 genes were differentially expressed in response to the cold treatment in XY1 and YY85 (**Figure 2A**; **Table S2**), respectively, with 2609 DEGs commonly detected in both XY1 and YY85. 

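In XY1, 3974 probes were called between 12 °C and 28 °C, 1952 higher and 2022 lower in the cold. In YY85, 6463 were called, 3281 higher and 3182 lower. The ethylene-responsive transcription factor 5 probe changed by -0.92 on the log2 scale in XY1 (standard error 0.73, adjusted p = 0.35) and by -5.17 in YY85 (standard error 0.73, adjusted p = 0.00022), with an adjusted p of 0.051 for the difference. The NtRSH1 probe, for a RelA-SpoT-like protein, changed by -0.24 in XY1 (standard error 0.27, adjusted p = 0.51) and rose by 1.91 in YY85 (adjusted p = 2e-04), and this difference was itself called (adjusted p = 0.02). Tested directly, the response to cold differed between the cultivars for 694 probes, 435 with a higher and 259 with a lower log2 change in YY85 than in XY1, and 554 with the larger change in YY85. Of the 1083 probes called only in XY1, 969 had the same sign in YY85 and 85 were called for the difference, and of the 3572 called only in YY85, 3086 had the same sign in XY1 and 433 were called for the difference. Leaving out 1 array moved the count of 694 to between 207, without replicate 2 of XY1 at 28 °C, and 2057, without replicate 1 of YY85 at 12 °C. For the difference, slide as a random block gave 157 and normexp 78. Slide as a fixed block gave 794, 303 higher and 491 lower, beside 3582 in XY1 and 7309 in YY85. In that fit the response of YY85 rests on replicate 1 at 12 °C, the only cold array on the slide of its controls. The repeated spots of this array varied by 28.6%, against 6.1 to 15% on the other arrays. The response of XY1 rests on replicate 3 at 28 °C in the same way. Comparisons within the slides that hold both temperatures of a cultivar have these same lone arrays, each assumed to vary like the others.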

Among the commonly detected DEGs, 1304 and 1305 DEGs were upregulated and downregulated in response to the cold stress, respectively (**Figure 2B**).

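Of the probes called in both cultivars, 1371 rose in both and 1498 fell in both, where independent lists of the same sizes would share 188.7 and 189.6. The comparisons share no array. The shared probes were 70.2% of the increases and 74.1% of the decreases called in XY1, and 41.8% and 47.1% of those called in YY85. Hydroxycinnamoyl transferase, of phenylpropanoid synthesis, was among the shared increases, at least 5.1-fold in XY1 and at least 4.6-fold in YY85 (adjusted p = 0.0014 and 0.00041). Heat shock protein 70 was among the shared decreases, by -2.1 and -1.84 on the log2 scale (standard error 0.32 each, adjusted p = 0.00062 and 0.00078), with 1 cold array of each cultivar well above background. Over the shared probes, the median size of the log2 change was 1.63 in XY1 and 1.81 in YY85, and 1747 of the 2869 changed more in YY85. With slide as a fixed block 2567 probes were called in both cultivars, and within the slides, with 1 array on one side in each cultivar, 2396.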

**Figure 2:**
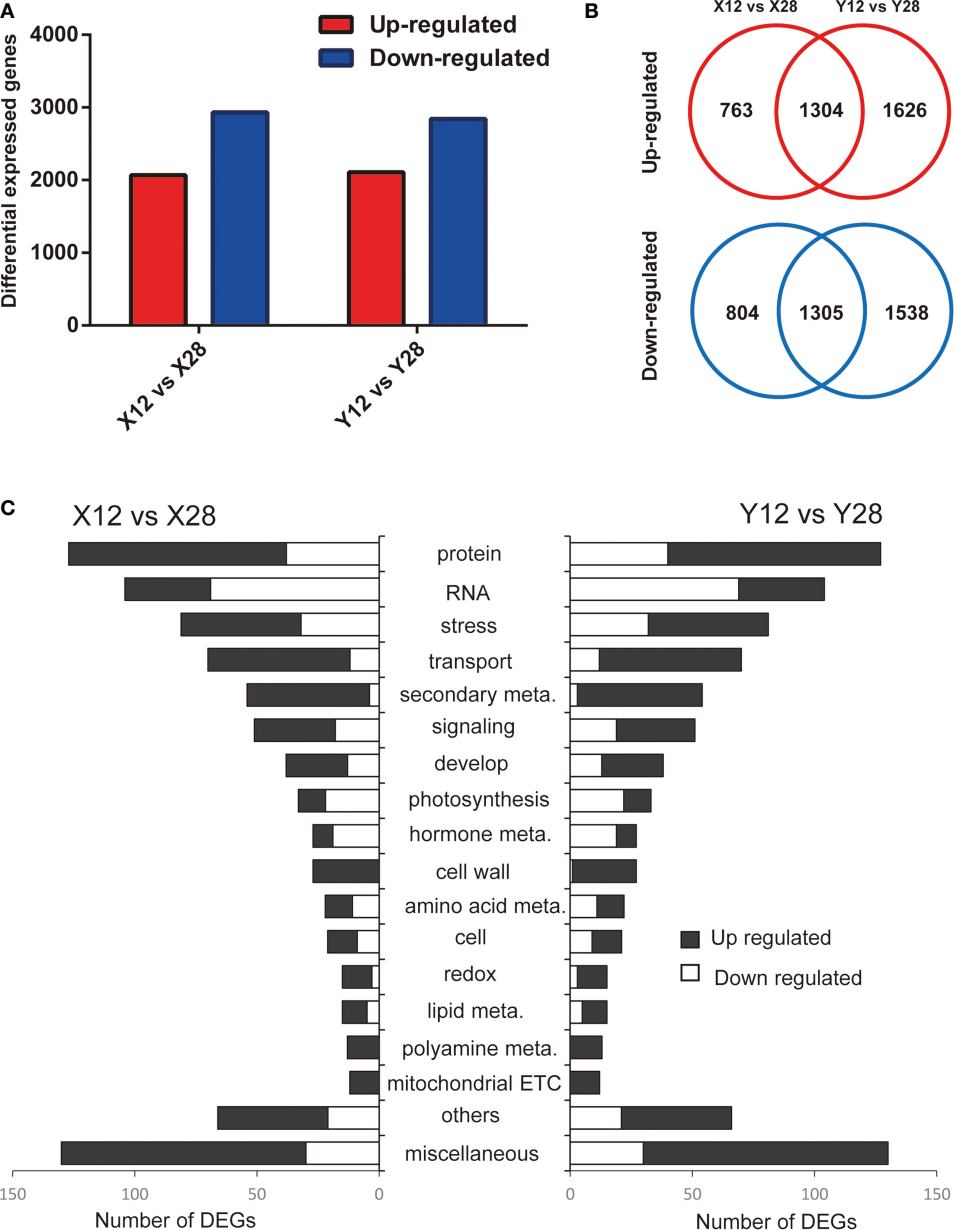
Overview of identified DEGs responding to cold treatment in different species of tobacco. **(A)** DEGs in XY1 and YY85 under cold stress treatment. **(B)** Up-regulated and down-regulated overlapped genes in XY1 and YY85 under cold stress treatment. **(C)** The DEGs were classified based on Mapman annotation.

The multiple functions of DEGs were predicted based on comparisons with functional annotations of the *N.tabacum* genome and were classified using MapMan bin codes. 

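Of 27 lists with enough tested probes, 25 of genes by pathway or family and 2 of cell type markers, set by their annotation before the data were examined, 11 moved against the other probes in XY1, 7 upward and 4 downward, and 10 in YY85, 7 upward and 3 downward (camera with a preset correlation of 0.01). At that preset correlation, lists of phenylpropanoids, polyamines, redox enzymes, cell wall enzymes, membrane transport and ribosomal proteins moved upward in both cultivars, and lists of auxin response, ethylene response and photosynthesis moved downward in both. None passed with an estimated correlation, where the lowest were adjusted p = 0.068 in XY1 and adjusted p = 0.19 in YY85 with an estimated correlation. Other splits of the same arrays also passed lists at the preset correlation. As many as in the real split, itself included, passed in 4 of 10 splits in XY1 and 2 of 10 in YY85. The highest of the other splits gave 14 lists in XY1 and 10 in YY85. Across all tested probes, which are not independent replicates, the log2 changes of XY1 and YY85 had a Pearson correlation of 0.75. In the test of the difference between cultivars 4 lists passed, those of pathogenesis-related proteins, ethylene response, DNA replication and the cell cycle, again none with an estimated correlation (adjusted p = 0.88 with an estimated correlation for each).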

The results of the functional analyses demonstrated that the DEGs exhibited an extremely similar functional distribution in both XY1 and YY85 when responding to cold treatment. The DEGs were mainly enriched in protein metabolism, RNA, stress, transport, and secondary metabolism. 

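Ribosomal proteins, heat-shock and pathogenesis-related proteins, and membrane transporters stood for protein metabolism, stress and transport among the gene lists. Of the probes for cytosolic ribosomal proteins, 4 rose, 1 fell and 116 were not called in XY1, and 10 rose, 1 fell and 110 were not called in YY85 (9 and 1 called when adjusted over the list alone). The 60S protein L2 rose by 1.99 on the log2 scale in XY1 and 3.26 in YY85 (standard error 0.34 each, adjusted p = 0.0012 and 3.5e-05). The list moved upward with camera (adjusted p = 0.0024 and 0.00082), but not with an estimated correlation (adjusted p = 0.75 with an estimated correlation in XY1 and 0.71 in YY85). Of 55 heat-shock protein probes, 4 rose and 9 fell in XY1, and 11 fell and none rose in YY85, where HSP101, a chaperone that dissolves protein aggregates, changed by -1.71 (standard error 0.5, adjusted p = 0.015; not called without replicate 1 of YY85 at 12 °C). For this list the camera adjusted p was 0.027 in XY1 and 0.095 in YY85, and the adjusted p = 0.2 with an estimated correlation in XY1 and 0.35 in YY85. The pathogenesis-related proteins went the other way, with 21 of 36 probes higher in XY1 and 8 in YY85 and none lower. Their camera adjusted p was 8e-10 in XY1 and 0.1 in YY85, and adjusted p = 0.16 and 0.71 with an estimated correlation. Of 82 membrane transport probes, 14 rose and none fell in XY1, and 16 rose and 2 fell in YY85 (camera adjusted p = 0.00024 and 0.0035, and adjusted p = 0.096 and 0.25 with an estimated correlation). A ZIP family metal transporter rose by 2.92 in XY1 and 3.05 in YY85 (adjusted p = 4.4e-07 and 2.2e-07).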

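Many probes for phenylpropanoid and polyamine metabolism rose in both cultivars, and none was called lower. Of 49 phenylpropanoid and flavonoid probes, 20 rose in XY1 and 25 in YY85 (26 when adjusted over the list alone), among them chalcone synthase, the first enzyme of flavonoid synthesis, at least 5.8-fold in XY1 and 2-fold in YY85 (adjusted p = 8.4e-06 and 3.5e-05). A622 and A622L, which are known from nicotine synthesis, were among the increases on this list. Of 37 polyamine and nicotine probes, 17 rose in XY1 and 14 in YY85, with S-adenosylmethionine decarboxylase, which supplies the aminopropyl groups of spermidine, up by 2.56 and 2.43 on the log2 scale (standard error 0.37 each, adjusted p = 0.00047 and 0.00035). Of 140 redox enzyme probes, 33 rose and 3 fell in XY1 (34 and 3 when adjusted over the list alone) and 32 rose and 6 fell in YY85, and the glutathione S-transferase parA rose by 3.98 and 3.23 (standard error 0.82 each, adjusted p = 0.0035 and 0.0071), with 2 control arrays of XY1 and 1 of YY85 well above background. Of 84 cell wall enzyme probes, 17 rose and 3 fell in XY1 and 21 rose and 7 fell in YY85, and a pectin methylesterase rose by 2.15 and 2.28 (standard error 0.13 each, adjusted p = 3.4e-06 and 1.6e-06). Of 46 probes for mitochondrial respiration, 3 rose and 3 fell in XY1, and 5 rose and 5 fell in YY85 (7 and 5 when adjusted over the list alone; camera adjusted p = 0.073 and 0.52). Of 81 photosynthesis probes, 3 rose and 4 fell in XY1 and 3 rose and 6 fell in YY85, with photosystem I subunit XI (probe A_95_P012296) at -1.46 and -1.62 (standard error 0.16 each, adjusted p = 8e-05 and 2.3e-05). The camera adjusted p in XY1 and YY85 was 3.6e-12 and 2e-08 for phenylpropanoids, 8e-10 and 3.3e-06 for polyamines, 3.2e-10 and 0.00012 for redox enzymes, 0.00029 and 0.0035 for cell wall enzymes, and 0.0095 and 0.0033 for photosynthesis. In the same order, adjusted p = 0.068 and 0.19, 0.2 and 0.35, 0.068 and 0.25, 0.16 and 0.34, and 0.65 and 0.68 with an estimated correlation.

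**Figure D2:**
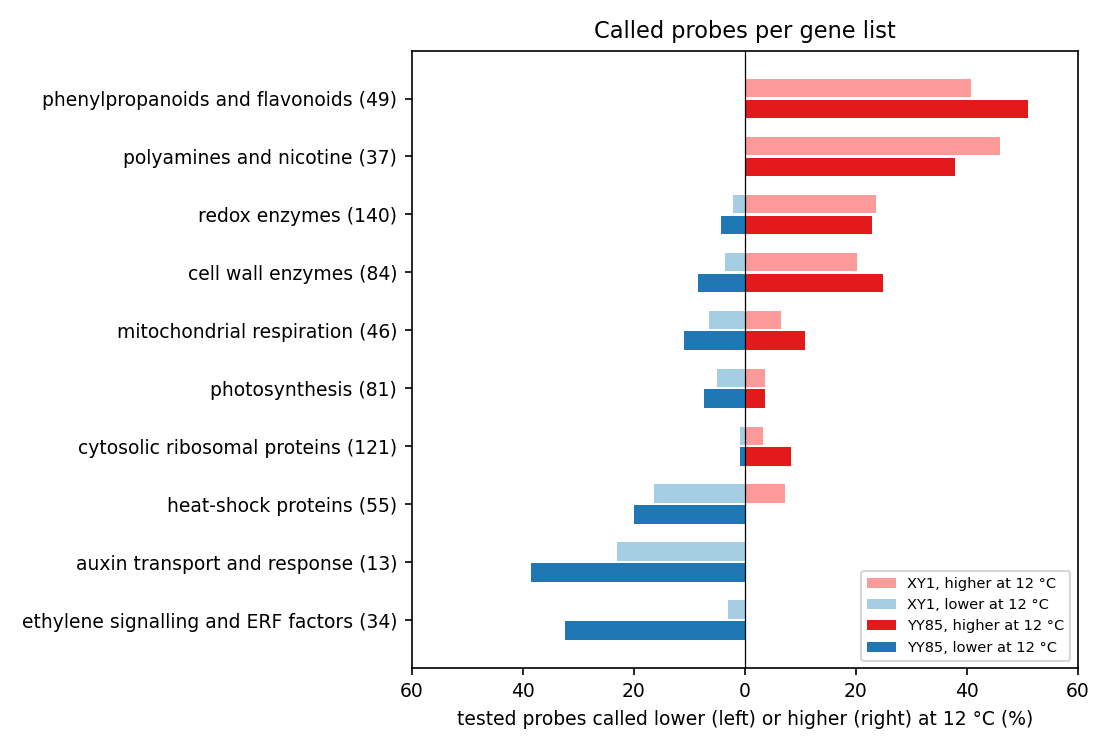
Share of the tested probes of each gene list called higher (red, to the right) or lower (blue, to the left) at 12 °C, in percent, for XY1 (pale bars) and YY85 (dark bars), with the number of tested probes in brackets. Phenylpropanoids and polyamines have no bar to the left, and auxin and ethylene lists none to the right.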

Genes involved in secondary metabolism, cell wall, redox, polyamine metabolism, and mitochondrial ETC were nearly all upregulated in response to cold treatment while the downregulated genes were mainly enriched in RNA, protein metabolism, stress, photosynthesis, and hormone metabolism (**Figure 2C**).

Genes related to the flowering pathway are listed in the Song and Chen study (Song and Chen, 2018). In order to analyze the expression of tobacco flowering genes in response to cold, the flowering pathway genes of DEGs in tobacco were list in **Table 1**. 

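The 5 probes that Table 1 names as MADS-box factors rose in both cultivars. The AGL21 probe (A_95_P164432) rose by 2.08 on the log2 scale in XY1 and by 1.84 in YY85 (standard error 0.21 each, adjusted p = 5.3e-05 and 5.6e-05). The AP1 probe (A_95_P196857) rose by 1.06 and 1.58 (standard error 0.23 each, adjusted p = 0.0041 and 0.00023), and the probe named AP1 and AGL7 (A_95_P245952) by 1.01 and 1.71 (standard error 0.12 each, adjusted p = 0.00016 and 4.5e-06), the former not called without replicate 3 at 28 °C or replicate 2 at 12 °C. The AGL67 probe (A_95_P206422) rose by 1.4 and 2.02 (standard error 0.2 each, adjusted p = 4e-04 and 2.3e-05) and the AG probe (A_95_P292643) by 1.63 and 1.86 (standard error 0.32 each, adjusted p = 0.0026 and 0.00072). The array's own annotation describes the AP1 probe as a small GTPase Rab2 and the AGL67 probe as an adenylate kinase A. The paper's Table S2 gives the probes A_95_P196857 and A_95_P245952 the same gene identifier, annotated as a Rab GTPase. It annotates the AGL67 probe as an adenylate kinase and the AG probe as a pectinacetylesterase. The study chose these probes on the same arrays, so their direction is not independent evidence. Of the 6 probes of Table 1, HUA2 included, all were called in both cultivars, but 5 with slide as a fixed block (AP1 not in YY85), 4 within a slide (also AG not in XY1), 4 with normexp (AP1 and AG not in XY1) and 4 with the limit of 800 units. Of 8 tested probes that the array describes as floral MADS-box factors, none rose, 2 fell in XY1 and 1 fell in YY85 (camera adjusted p = 0.21 in each, and adjusted p = 0.33 and 0.4 with an estimated correlation). One of the decreases in XY1 (probe A_95_P198942, adjusted p = 0.046) was not called when any 1 of 8 arrays was left out, nor with quantile or median scaling, normexp or slide as a block. The Mads1;11 probe on this list, named after its values were seen, changed by -1.89 and -1.26 (standard error 0.27 each, adjusted p = 0.00049 and 0.003), with 2 of the 3 YY85 cold arrays well above background and no call in YY85 without replicate 1 at 12 °C.

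**Figure D3:**
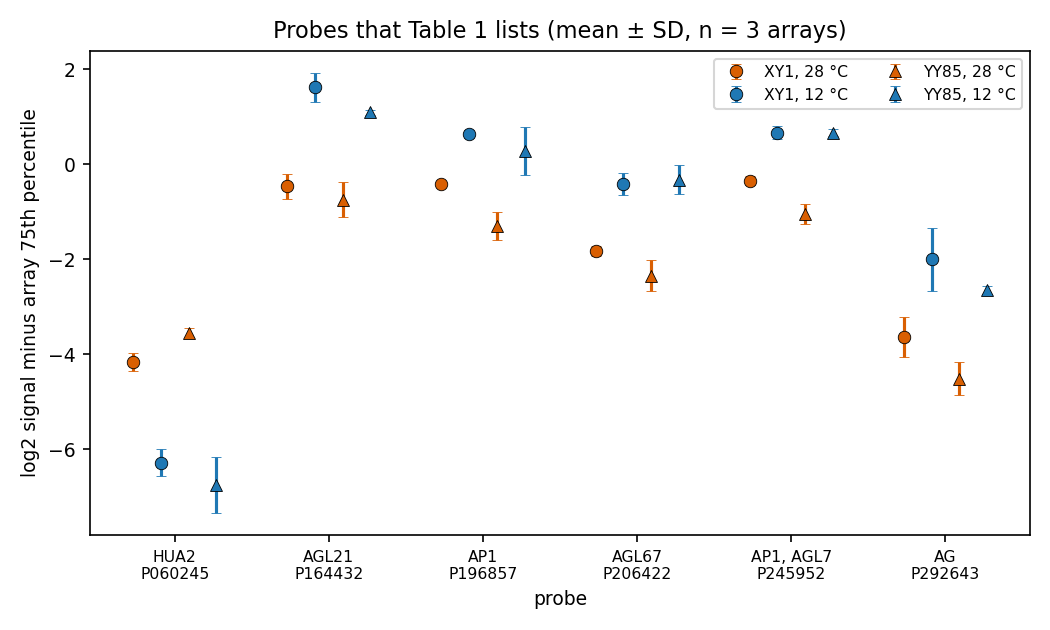
Level of each probe of Table 1 in every group, as log2 signal minus the array's 75th percentile (y axis), by probe (x axis), as the mean and SD of 3 arrays per group. The blue points (12 °C) lie above the orange ones (28 °C) for the probes named as MADS-box factors and below them for HUA2.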

Genes associated with the MADS-box transcription factor family (AGL21, AP1, AGL67, AGL7, and AG), which is a key regulator of the transition into flowering and flower development, were all upregulated in both XY1 and YY85 in response to the cold stress. The upregulation of these genes indicates an advanced flower transition and development in tobacco under the cold treatment, with *HUA2* and *Flowering locus C* (*FLC*) genes acting as repressors in flower transitioning in *Arabidopsis* (Jali et al., 2014; Kinmonth-Schultz et al., 2021). It was demonstrated in this study that *HUA2* was downregulated in both XY1 and YY85 in response to the cold stress as well as *NtFLC* expression inhibition (determined by qRT-PCR) in the two tobacco strains when cold stressed (**Figure S3**).

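The HUA2 probe (A_95_P060245) fell in both cultivars, by a log2 change of -2.12 in XY1 (standard error 0.26, adjusted p = 0.00016) and -3.19 in YY85 (standard error 0.26, adjusted p = 8.1e-06). It was well above background on every control array, on 2 of the 3 cold arrays of XY1 and on 1 of the 3 of YY85. The difference between the cultivars was not called (adjusted p = 0.11). No probe was matched to FLC by its name, and the qRT-PCR values were not analysed here.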

**Table 1:** The differential expression of flowering pathway genes in tobacco under cold stress.

ProbeName	XY1	YY85	Accession	Description
A_95_P060245	down	down	BP134948	HUA2
A_95_P164432	up	up	FG151495	AGL21
A_95_P196857	up	up	TA16434_4097	AP1
A_95_P206422	up	up	TA18512_4097	AGL67
A_95_P245952	up	up	EB680458	AP1, AGL7
A_95_P292643	up	up	EB427886	AG

Phytohormones are crucial for plant flowering, and we sorted the hormone signaling related DEGs in our microarray data. A total of 113 genes were identified to be involved in five phytohormone signal pathway, including auxin, ethylene, abscisic acid (ABA), gibberellin acid (GA) and cytokinin (**Table S3**). Among them, auxin and ethylene had the most significant changes, with 42 and 41 differently expressed genes, respectively, including auxin transporters, receptors, auxin response factors and repressors, auxin response genes, and lots of ethylene-responsive transcription factors. 

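Of the 137 probes of Table S3, 130 were tested. In XY1, 25 rose and 48 fell, and in YY85, 34 rose and 81 fell. Taking a call in at least 1 cultivar, 40 rose, 87 fell, 2 moved in opposite directions and 1 was not called. The study listed these probes from the same arrays, so these tallies are not independent evidence of a direction. ARF1, an auxin response factor (probe A_95_P154327), fell in both cultivars, by -3.61 and -4.2 on the log2 scale (standard error 0.18 each, adjusted p = 1e-06 and 2.8e-07), and ERF1, an ethylene response factor (probe A_95_P042831), rose in both, by 2.49 and 2.53 (standard error 0.27 each, adjusted p = 8e-05 and 3.8e-05), with 1 control array of YY85 well above background. Both were named after their values were seen.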

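Among 49 tested auxin probes of Table S3, 8 rose and 22 fell in XY1, and 11 rose and 31 fell in YY85. The auxin transporters rose more often than they fell, with 5 of 8 up and 2 down in XY1 and 4 up and 2 down in YY85, whereas of 19 response factors and repressors 1 rose and 11 fell in XY1 and 5 rose and 11 fell in YY85. Of 19 auxin response genes, 1 rose and 8 fell in XY1 and 2 rose and 16 fell in YY85, and of 3 receptors, 1 rose and 1 fell in XY1 and 2 fell in YY85. Among 40 ethylene probes, 5 rose and 13 fell in XY1, and 11 rose and 28 fell in YY85. The 34 ethylene-responsive transcription factors made up all of these decreases, 13 in XY1 and 28 in YY85. These lists were chosen by the study on the same arrays, so their direction is not independent evidence.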

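Abscisic acid, gibberellin and cytokinin signalling had fewer probes in Table S3, again chosen by the study on these arrays. Of 12 abscisic acid probes, 4 rose and 4 fell in XY1, and 2 rose and 7 fell in YY85. Of 16 gibberellin probes, 4 rose and 5 fell in XY1 (8 and 5 when adjusted over the list alone) and 3 rose and 11 fell in YY85 (3 and 12). Of 14 cytokinin probes, 4 rose and 4 fell in XY1, and 8 rose and 4 fell in YY85.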

Abscisic acid signal had 11 DEGs, cytokinin signal had 11 DEGs, and gibberellin signal was the fewest 8 DEGs. Of all 112 genes, 38 genes were up-regulated by cold stress, 72 genes were down-regulated by cold stress, and the expression of 2 genes showed different trends in XY1 and YY85. Most down-regulated genes were involved in auxin and ethylene signaling pathway. 

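Of the auxin and ethylene probes of Table S3 called in at least 1 cultivar, 71.4% of the auxin probes and 72.5% of the ethylene probes fell. Gene lists set by annotation, which share probes with Table S3, those of auxin response factor 2 among them, moved the same way. Of 13 probes for auxin transport and response, 3 fell in XY1 and 5 in YY85 and none rose (camera adjusted p = 0.04 and 0.0034, and adjusted p = 0.27 and 0.25 with an estimated correlation). Auxin response factor 2 (probe A_95_P153232) fell, with log2 changes of -1.29 in XY1 and -1.7 in YY85 (standard error 0.12 each, adjusted p = 3.4e-05 and 4.1e-06). Of 34 probes for ethylene signalling and ERF factors, 1 fell in XY1 and 11 in YY85 and none rose (camera adjusted p = 0.028 and 0.00014, and adjusted p = 0.57 and 0.35 with an estimated correlation). At 28 °C, where the 3 YY85 arrays shared a slide that held no XY1 control, 3 probes of this list were higher in YY85 than in XY1 and none was lower (camera adjusted p = 0.011, and adjusted p = 0.79 with an estimated correlation), with ethylene-responsive transcription factor 5 at 3.63 (standard error 0.73, adjusted p = 0.0078) and, at 12 °C, at -0.62 (adjusted p = 0.76). The decrease in XY1 was of EIN3-binding F-box protein 1, which targets ethylene signalling factors for breakdown, at -1.97, and it was also called in YY85 at -2.21 (standard error 0.27 each, adjusted p = 0.00034 and 8.6e-05).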

About 70% DEGs involved in auxin and ethylene signaling were down-regulated genes by cold stress.

Flower bud differentiation in stem tips is tightly linked to cell differentiation and proliferation. We found that a large number of genes related to cell division and cell cycle were differentially expressed under cold treatment, including many *cell division protein kinases* (*CDKs*), *cell division cycle* (*CDCs*) genes, *Cyclin B* and *Cyclin D* genes (**Table S4**). Furthermore, expansin proteins is crucial regulators of cell growth by modulating cell wall organization, and we found that many *expansin* genes were up-regulated by cold stress (**Table S4**). These data indicating that cold stress may reprogram cell differentiation, proliferation and growth of tobacco shoot apical meristem (SAM) to promote flower bud differentiation.

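Of 25 cell division probes of Table S4, 6 rose and 7 fell in XY1 (8 and 7 when adjusted over the list alone), and 7 rose and 14 fell in YY85. Of 26 cyclin probes, 9 rose and 5 fell in XY1, and 12 rose and 9 fell in YY85. The study chose both lists on these arrays, so their directions are not independent evidence. On a list of 44 cell cycle regulators set by annotation, 1 rose in XY1 and 8 rose in YY85 and none fell (camera adjusted p = 0.073 and 0.0052, and adjusted p = 0.65 and 0.53 with an estimated correlation). A B-type cyclin, which drives entry into mitosis, changed by 0.71 on the log2 scale in XY1 (standard error 0.09, adjusted p = 0.00026), under the 2-fold threshold, and rose by 1.09 in YY85 (adjusted p = 1.2e-05). Probe A_95_P239304, which the array describes as a cyclin-dependent kinase inhibitor and Table S4 lists among cyclins as CYCB1;2, rose by 1.06 and 1.37 (standard error 0.19 each, adjusted p = 0.0018 and 0.00021), the former not called without replicate 3 of XY1 at 28 °C.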

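Of 12 tested expansin probes of Table S4, chosen by the study on these arrays, 4 rose and 2 fell in XY1, and 3 rose and 2 fell in YY85. On a separate list of 12 probes that the array itself describes as expansins, none was called in XY1 or YY85 by limma (camera adjusted p = 0.73 and 0.55, and adjusted p = 0.85 and 0.76 with an estimated correlation). Among other cell wall genes, a polygalacturonase inhibitor rose by 3.03 on the log2 scale in XY1 and 3.88 in YY85 (standard error 0.27 each, adjusted p = 3.1e-05 and 4.5e-06).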

To further understand the function of DEGs affected by cold stress in tobacco, all detected genes were subjected to the KEGG and GO enrichment analysis (**Table S5**; **Figure S4**). Twelve and twenty enriched KEGG pathways were identifified as signifificant with Qvalues < 0.05 in XY1 and YY85, respectively (**Table S5**). An internal timing mechanism called the circadian clock is important for determining flowering by integrating multiple environmental signals (Freytes et al., 2021). 

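Of the 25 tested probes of Table S7, 15 rose and 5 fell in XY1, and 12 rose and 6 fell in YY85, in a list the study chose on these arrays. A further LHY probe (A_95_P224652) rose at least 10.7-fold in XY1 (adjusted p = 4.3e-07) and by 3.28 on the log2 scale in YY85 (standard error 0.19, adjusted p = 1.7e-06), with 1 of the YY85 control arrays well above background. PRR5, a repressor within the clock, rose by 1.8 and 1.39 (standard error 0.27 each, adjusted p = 0.00056 and 0.0015). CONSTANS (probe A_95_P010996, named after its values were seen) rose at least 6.4-fold in XY1 (adjusted p = 9.1e-05) and by 1.48 in YY85 (adjusted p = 0.0033). COP1, a ubiquitin ligase that removes CONSTANS in the dark, had 3 probes. A_95_P065575 rose by 1.21 in XY1 (standard error 0.11, adjusted p = 3.1e-05) and changed by 0.73 in YY85, under the 2-fold threshold. A_95_P215687, described as COP1-like, fell in both, by -1.75 and -2.98 (standard error 0.39 each, adjusted p = 0.0052 and 0.00013), and A_95_P031671 changed by 0.5 and 0.33 and was not called. ELF3, which gates light input to the clock, changed by -0.82 in XY1, under the threshold, and fell in YY85 by -1.15 (standard error 0.18, adjusted p = 0.00045).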

KEGG enrichment data showed that 22 DEGs are enriched in the circadian system with a large number of up-regulated genes, including *COP1*, *LHY* and *CO* et al, indicating cold-induced early flowering is also closely related to circadian clock (**Figure 3** and **Table S7**). During the signifificantly altered KEGG pathways, some secondary metabolism pathway, starch and sucrose metabolism, amino acid metabolism and brassinosteroid biosynthesis are involved in tobacco response to cold stress. For brassinosteroid biosynthesis, ten brassinosteroid biosynthesis related genes were identifified with a signifificant change in their expression levels (with 9 up-regulated and 1 downregulated) in response to the cold stress (**Table S4**). 

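Of 11 tested probes for brassinosteroid biosynthesis in Table S6, chosen by the study on these arrays, 6 rose and 4 fell in XY1, and 5 rose and 5 fell in YY85 (6 and 5 when adjusted over the list alone). DWF4, the rate-limiting C-22 hydroxylase, rose at least 3.3-fold in XY1 (adjusted p = 0.011) and was not called in YY85 (adjusted p = 0.057), with no control array and 2 cold arrays of YY85 well above background. ROT3, of the same pathway, rose by 1.77 and 2.08 on the log2 scale (standard error 0.33 each, adjusted p = 0.0021 and 0.00047), with 1 control array of YY85 well above background. BAS1, which inactivates brassinosteroids, rose by 1.3 in XY1 (standard error 0.26, adjusted p = 0.0032) and at least 1.2-fold in YY85 (adjusted p = 0.00082), with 2 cold arrays of YY85 well above background. In XY1 its change was -0.04 when the background was corrected by normexp. The BR6OX2 probe, described by the array as a thioredoxin peroxidase, rose by 1.07 and 1.59 (standard error 0.17 each, adjusted p = 0.00095 and 4.8e-05). Of 4 BR6OX1 probes, 3 fell in both cultivars, and A_95_P202812 changed by -1.72 and -1.92 (standard error 0.12 each, adjusted p = 8.1e-06 and 2.7e-06). The weakest of the 3 (A_95_P258856), at -1.02 and -1.09, was not called in XY1 without replicate 1 at 28 °C or replicate 3 at 12 °C, nor in YY85 without replicate 3 at 12 °C. Of 5 probes that the array's annotation places in brassinosteroid biosynthesis, 2 fell and none rose in each cultivar, with a median log2 change of 0.14 and a mean of -0.39 in YY85 (camera adjusted p = 0.21 in XY1 and 0.61 in YY85, and adjusted p = 0.34 and 0.71 with an estimated correlation).

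**Figure D4:**
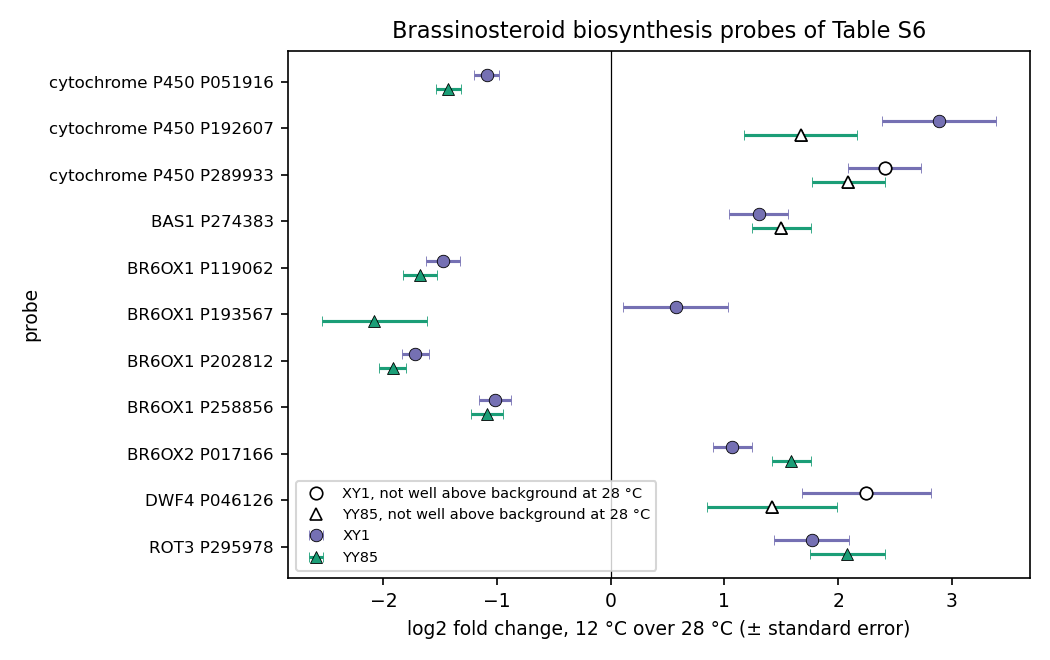
Log2 change between 12 °C and 28 °C of the brassinosteroid biosynthesis probes of Table S6 in XY1 and YY85, by probe (y axis), with standard errors as bars, circles for XY1 and triangles for YY85. Open markers stand for probes not well above background on any control array, whose place is a fitted value and not a bound, and the BR6OX1 probe A_95_P202812 lies at -1.72 in XY1 and -1.92 in YY85.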

The function and the expression of these DEGs are displayed in **Figure 4A**. In addition to brassinosteroid, we also found that many hormones synthesis related genes were differently expressed, including: auxin, zeatin-riboside, ethylene, abscisic acid, gibberellin and cytokinin (**Table S6**). These results indicated that cold stress promoted flower bud differentiation process by modulating multiple signal pathway in tobacco.

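The other hormone synthesis lists of Table S6 were small, and the study chose them on these arrays. Of 5 ethylene synthesis probes, 3 rose and none fell in XY1 (4 when adjusted over the list alone), and 1 fell and none rose in YY85. An ACC oxidase, which makes ethylene from its precursor (probe A_95_P227954, named after its values were seen), rose by 2.06 on the log2 scale in XY1 (standard error 0.63, adjusted p = 0.025; called only with all 3 control arrays and with replicates 1 and 2 at 12 °C) and changed by 0.27 in YY85 (adjusted p = 0.73), and the difference was not called (adjusted p = 0.25). Of 8 zeatin-riboside probes, 2 rose and 2 fell in XY1 and 3 rose and 4 fell in YY85, and of 7 abscisic acid probes, 3 rose and 1 fell in XY1 and 2 rose and 4 fell in YY85. Of 3 gibberellin probes, 1 rose in XY1, and 1 rose and 2 fell in YY85. Of 2 auxin synthesis probes 1 rose in each cultivar, and the only tested cytokinin probe rose in both.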

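Further hormone lists were set by annotation and not drawn by the study from the arrays. Of 22 jasmonate probes, 2 rose and 1 fell in XY1 and 3 rose and 2 fell in YY85 (camera adjusted p = 0.49 and 0.65). A lipoxygenase of this list, named after its values were seen, rose by 3.05 on the log2 scale in XY1 and 2.22 in YY85 (standard error 0.38 each, adjusted p = 2e-04 and 0.00073). Of 8 gibberellin metabolism probes, none was called in XY1, and 1 rose and 2 fell in YY85 (camera adjusted p = 0.51 and 0.88), among them GA2ox2, which inactivates gibberellins, at -1.65 in YY85 (standard error 0.41, adjusted p = 0.006; named after its values were seen). Of 3 cytokinin probes, too few for a test of the list, 1 fell in XY1, and 1 rose and 2 fell in YY85, and of 4 abscisic acid probes none was called in XY1 by limma and 1 fell in YY85. The paper states that these results indicate a promotion of flower bud differentiation by cold through several signal pathways.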

**Figure 3:**
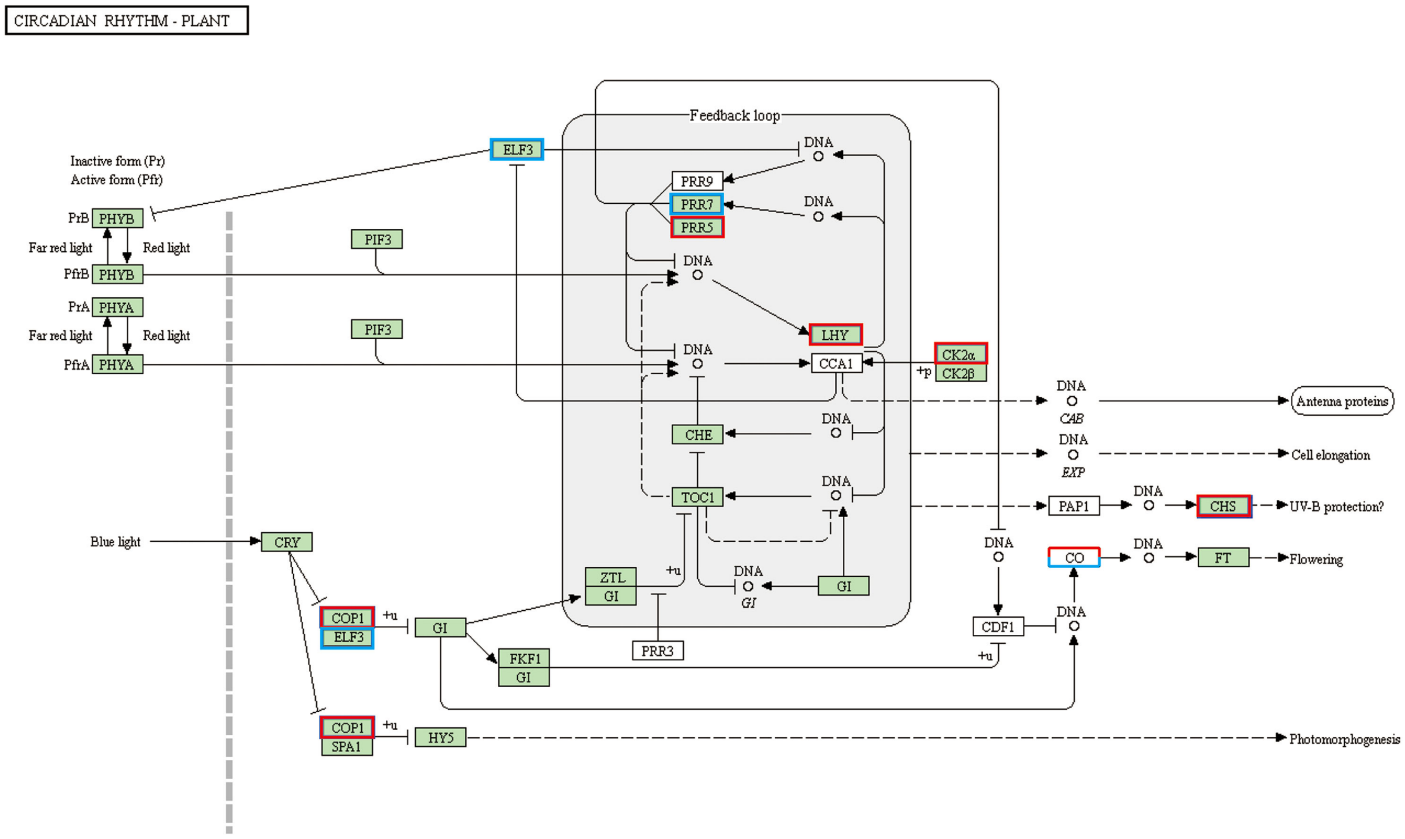
Integrated pathway mapping of circadian rhythm related DEGs. DEGs were selected based on the KEGG enrichment (Red indicates up-regulated and blue indicates down-regulated).

**Figure 4:**
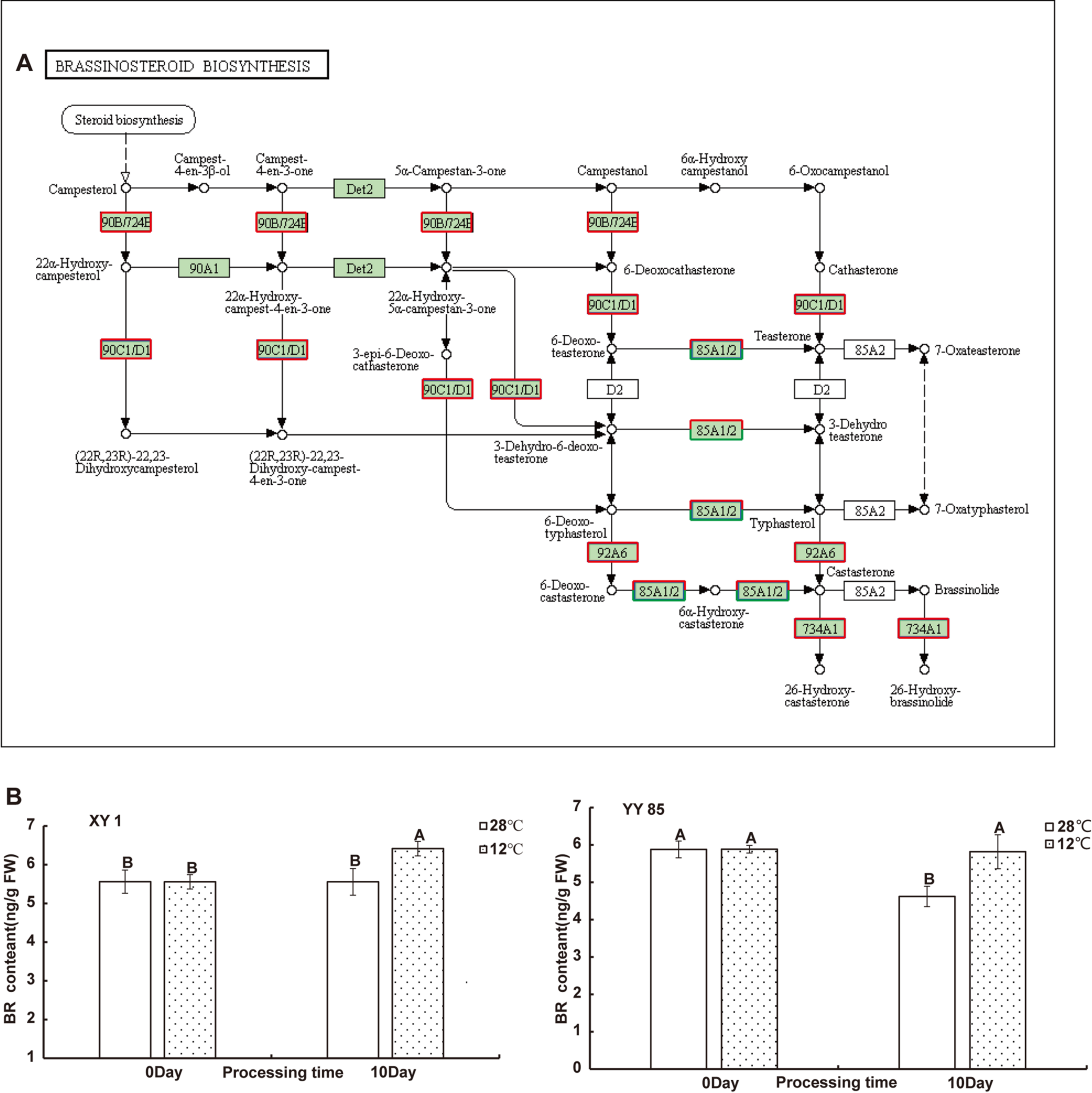
Integrated pathway mapping of BRs biosynthesis related DEGs. **(A)** DEGs were selected based on the KEGG enrichment (Red indicates up-regulated and green indicates down-regulated). **(B)** BR content in different species responding to cold treatment. Data are shown as the mean ± SD from three independent experiment replicates. Different letters indicated significant different (P<0.05, Tukey’s test). NS, no significant difference.

### BR signaling is crucial for cold induced early flowering in tobacco

The analysis of DEGs enriched in brassinosteroid biosynthesis pathway indicated that the brassinosteroid (BR) biosynthetic pathway may be affected by cold treatment, and in order to further analyze the relationship between cold stress and brassinosteroid in cold-induced tobacco flower bud differentiation, we measured the content of brassinosteroid in tobacco after cold stress treatment. BR was extracted from stem tips collected from tobacco under 28°C and 12°C conditions and the content was measured by using an ELISA technique to determine the level of BR in tobacco under cold stress treatment. The results indicate that BR contents in XY1 and XY85 tobaccos under cold treatment were significantly increased than those in control plants under normal condition (**Figure 4B**), indicating the mutual influence of cold treatment on BR content in tobacco plants. Furthermore, we found that the expression of *NtFLC* in tobacco was rapidly inhibited by BR, while *NtFLY* was not affected by BR in a short time treatment (**Figure S5**), suggesting that cold stress may suppress *FLC* expression through brassinosteroid signaling, leading to cold-inducing early flowering in tobacco.

As a brassinosteroid receptor, BRI1 is essential for BR perception and signaling transduction by interacting with BAK1 to regulate plant growth and development in plants as well as in floral-induction (Li et al., 2002; Li et al., 2010; Nolan et al., 2019). And we found that the expression of *NtBRI1* was induced by BR and cold stress in tobacco (**Figure S6**). In order to understand whether cold-induced early flowering is dependent on BR signaling, we constructed *NtBRI1* overexpression lines (*NtBRI1-ox*). Under normal conditions, *NtBRI1-ox* exhibited earlier flowering than WT. While, *NtBRI1-ox* and WT showed no significant difference in flowering time under low temperature treatment (**Figures 5A, B**). qPCR data showed that the expression of *FLC* was significantly inhibited in the wild type plants under low temperature treatment. And the expression of *FLC* gene was at a low level in *NtBRI1-ox* whether treated with low temperature or not. On the other hand, low temperature could induce the expression of *LFY*, an essential transcriptional regulator that promotes the transition to flowering, in wild-type plants, but the expression of LFY in *NtBRI1-ox* is at a high level whether treated or not treated with low temperature (**Figure 5C**). Furthermore, the muta*nt of NtBRI1* was generated (*Ntbri1-1 and Ntbri1-2*), and several bases deletion in *NtBRI1* lead to early translation termination in *Ntbri1-1 and Ntbri1-2* (**Figure 6A**). Under normal conditions, *Ntbri1-1* and WT show similar flowering time. After cold treatment, both *Ntbri1-1* and WT exhibited early flowering, and *Ntbri1-1* flowering later than that of WT (**Figures 6B, C**). In addition, we found that the expression of *FLC* was significantly induced in *Ntbri1-1* compared with WT after cold treatment. And cold treatment induced the expression of *LFY* in *Ntbri1-1* was significantly lower than that of WT (**Figure 6D**). These results show that low temperature can regulate the expression of flowering related genes through BR signal, and *NtBRI1* participates in the regulation of cold induced early flowering in tobacco. Since the output of brassinosteroid signal mainly depends on the transcription factor of BES1 and BZR1, we analyzed the promoter of some flowering related DEGs (including circadian rhythm, hormone biosynthesis, hormone signal transduction, cell division, cell cyclin and expansin related DEGs) by using PlantPAN 3.0 web tools (http://plantpan.itps.ncku.edu.tw/) (Chow et al., 2019). Results showed that BES1 (CANNTG) and BZR1 (CGTGT/C) recognition motif exists on the promoter sequence of these genes (**Table S8**), indicating that brassinosteroid may affect the expression of these genes in the BES1 and BZR1 dependent manner.

**Figure 5:**
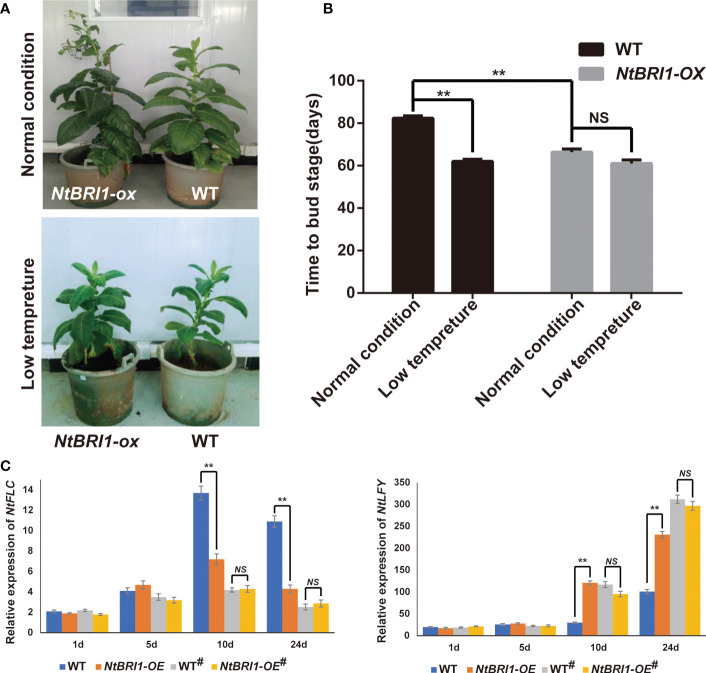
Overexpression of *NtBRI1* promote early flowering in tobacco. **(A)** The phenotype of *NtBRI1* overexpression plants. **(B)** The role of *NtBRI1* in regulating flowering time in tobacco. 5 samples of each treatment were collected for observation, and the experiment was repeated three times. **(C)** The expression of *NtFLC* and *NtLFY* in *NtBRI1* overexpression plants under normal or cold-induced conditions (# means cold treatment). The seedlings of WT and *NtBRI1* overexpression plants were treated with cold stress (12°C for 10 days, 16h light/8h dark), and then all plants were moved into the greenhouse (28°C, 16h light/8h dark). The samples were collected in 1d, 5d, 10d and 24d after cold treatment for qRT-PCR. Significant changes measured by Student’s t test (** means p < 0.01).

## Discussion

### Early flowering was promoted in the cold treated tobacco plants

The transition from vegetative growth to flowering is of utmost importance, with environment cues influencing a plant’s flower transition through the strict genetic control (Quiroz et al., 2021). As described in the ABC model for floral development, AP2, AP1, AP3, PI, and AG are integral components for regulating development of various floral organs (Bowman et al., 1991). The floral meristem identity genes regulate spatially restricted patterns of the classical ABC model (Weigel and Meyerowitz, 1994; Irish, 2017). *AP1* is considered an expression marker for flowering that shows a quantitative relationship between expression level and flowering (Jaya et al., 2010). Cold treatment dismisses *AGL19* expression by activating AP1, thus resulting in flowering in *Arabidopsis* (Kim et al., 2013). Since AG is a master regulator that guides floral determinacy, *ag* mutations produced abnormal flower phenotypes (Bowman et al., 1989). In *Arabidopsis*, *AG* was activated during the early phase of flower development by the *LEAFY* and *WUSCHEL* genes (Busch et al., 1999; Lenhard et al., 2001; Lohmann et al., 2001). Early expression of *AG* was negatively regulated by AP2 and is distributed throughout third and fourth whorl organ primordia; however, it was proven that late *AG* expression is not directly dependent on AP2 activity (Bowman et al., 1991). *FLC* is the central regulator of flowering induction by vernalization, as there is a quantitative relationship between the duration of cold treatment and the extent of FLC activity downregulation. Furthermore, HUA2 acts as a repressor with *FLC*, as the missing expression of *HUA2* in the *hua2* mutant led to a significant decrease in *FLC* expression, but with no influence on *AG* expression (Cheng et al., 2003). In this study, a series of flowering pathway related genes (including *AP1* and *AG*) were shown to be upregulated while *FLC* and *HUA2* were downregulated in the stem tips of tobacco in response to the cold stress, indicating that cold stress induces events of floral transition and promote the flowering pathway.

### Cold induced early floral transition through regulation of the circadian system related genes and multiple hormones signaling pathways

Recent microarray analysis reveals that the cold response of plants was controlled by the circadian clock (Nakaminami et al., 2009). In this study, many circadian system related genes were identified and most of them were showed significantly increased expression in response to the cold stress (**Figure 6**; **Table S7**), indicating that cold may induce the floral transition by up-regulating the expression of circadian system related genes in tobacco. 

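The 9 probes that Table S3 annotates as ARR response regulators, which act in cytokinin signalling, were looked at after their values were seen, and the study chose them on these arrays. The pseudo-response regulators (APRR) of the circadian clock are another group, of which the PRR5 probe rose in both cultivars. Of the 9 ARR probes, 4 rose and 1 fell in XY1, and 7 rose and 1 fell in YY85. ARR11 (probe A_95_P054081) rose by 1.29 on the log2 scale in XY1 (standard error 0.16, adjusted p = 0.00016) and at least 1.6-fold in YY85 (adjusted p = 1.6e-06). With normexp its change in XY1 was -0.21. An ARR21 probe (A_95_P137007) rose by 1.43 and 1.32 (standard error 0.29 each, adjusted p = 0.003 in both), and ARR9 by 1.29 and 1.22 (standard error 0.17 each, adjusted p = 0.00025 and 0.00018). ARR6 fell in XY1 by -1.25 (standard error 0.12, adjusted p = 4.5e-05) and changed by -0.53 in YY85, and ARR1 changed by -0.39 in XY1 and fell in YY85 by -1.01 (standard error 0.14, adjusted p = 0.00021; not called without replicate 3 at 28 °C or replicate 2 or 3 at 12 °C). A further probe, which the array describes as ARR2 (A_95_P027906), was at least 1.2-fold lower in XY1 and 1.6-fold lower in YY85 (adjusted p = 0.00071 and 0.00063), with 2 of the 3 YY85 control arrays well above background.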

In further investigating the molecular mechanism of the regulation of early flora transition by cold, the DEGs were analyzed and showed that the ARR related genes exhibited positive expression in both XY1 and YY85. ARR (APRR) genes are important components of the circadian clock mechanism that regulates the diverse biological processes, including the control of flowering and abiotic stress response (Liu et al., 2015). PRR7, PRR9, and TOC1 have been shown to be transcriptional repressors involved in the transcriptional-translational feedback loops in the circadian network and can repress the clock components CCA1 and LHY when expressed at dawn (Nakamichi et al., 2010; Gendron et al., 2012). The CCA1 and LHY, in turn, can activate the expression of *PRR9* and *PRR7* as well as repress the expression of *TOC1* (Farré et al., 2005), and the Myb transcription factors, including CCA1 and LHY, act as activators for *TOC1* (Rawat et al., 2011). The constituted core feedback loop by CCA1, LHY, and TOC1 elicits a dramatic effect on the CO-FT pathway and regulates short vegetative phase (SVP) genes, with SVP represses the expression of the floral pathway genes by interacting with FLC in vegetative tissue (Li et al., 2008). In our study, the circadian clock related the genes *COP1*, *LHY*, and autonomous pathway related genes such as *CO* were significantly regulated by cold stress, suggesting a close relationship of cold and circadian system in tobacco flower bud differentiation (**Figure 6**; **Table S7**).

**Figure 6:**
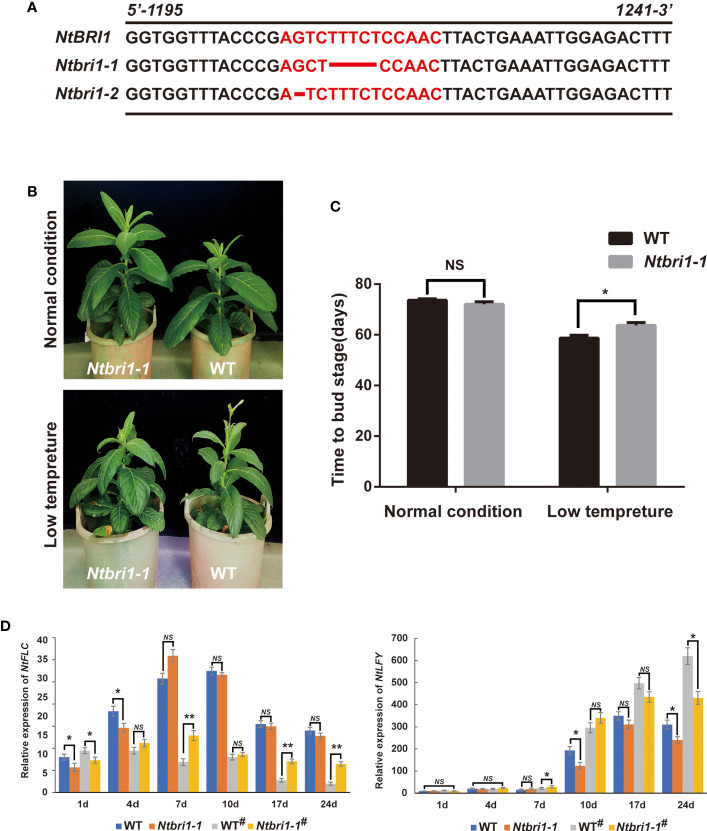
Cold induced early flowering is suppressed in *NtBRI1 mutant*. **(A)** The Crisper/Cas9 meditated gene edited site of *NtBRI1 in Ntbri1-1 and Ntbri1-2*. **(B)** and **(C)** The phenotype of *Ntbri1-1* plants in cold induced early flowering in tobacco. 5 samples of each treatment were collected for observation, and the experiment was repeated three times. **(D)** the expression of *NtFLC* and *NtLFY* in *Ntbri1-1* plants under normal or cold-induced conditions (# means cold treatment). The seedlings of WT and *Ntbri1-1* plants were treated with cold stress (12°C for 10 days, 16h light/8h dark), and then all plants were moved into the greenhouse (28°C, 16h light/8h dark). The samples were collected in 1d, 4d, 7d, 10d, 17d and 24d after cold treatment for qRT-PCR. Significant changes measured by Student’s t test (** means p < 0.01).

Floral transition is known to be regulated by multiple interacting endogenous hormone signaling and environmental cues. In this study, we found that a large number of hormone synthesis and signal transduction pathways related genes were differentially expressed under cold treatment, among which changes of auxin and ethylene signaling were the most obvious. Auxin can promote floral meristem initiation by modulating the expression of *LFY* (Cucinotta et al., 2021). Under cold treatment, we found that the expression of *NtLFY* was significant induced, suggesting that auxin may be involved in cold induced *NtLFY* expression to promote floral meristem initiation. In a previous study, Ogawara et al. showed that ethylene signaling is involved in regulation transition from vegetative growth to flowering in *Arabidopsis* (Ogawara et al., 2003). In our data, *EIN2* and *EIL3*, two key components of ethylene signal, are significantly up-regulated by cold stress, implying ethylene signaling was activated by cold stress. 

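EIN2, a membrane protein through which the ethylene signal passes, had 3 tested probes. Those that the array describes as EIN2 changed by 0.03 and -0.13 (A_95_P213792, standard error 0.19) and by -0.05 and -0.22 (A_95_P208042, standard error 0.14) on the log2 scale in XY1 and YY85, and neither was called. The EIN2 probe of Table S3 (A_95_P108952) changed by -0.09 in XY1 (standard error 0.43, adjusted p = 0.89) and rose by 1.93 in YY85 (adjusted p = 0.0032), and the difference was not called (adjusted p = 0.085). EIL3, a transcription factor of ethylene signalling, had 2 probes. The one of Table S3 (A_95_P177477) rose by 1.44 and 1.02 (standard error 0.13 each, adjusted p = 2.9e-05 and 0.00011), the latter not called without replicate 2 at 28 °C or replicate 1 or 3 at 12 °C, and the one the array describes as EIL3 (A_95_P013226) changed by -0.03 and -0.08 and was not called. Of all 6 probes of ethylene signal transduction in Table S3, chosen by the study on these arrays, 5 rose in XY1 and 6 in YY85.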

GA is generally understood to be one of the critical regulators in mediating the flowering (Jung et al., 2012). Recent evidence indicates that GA biosynthetic genes are induced by cold stress in dormant buds (Rinne et al., 2011); however, the detailed regulation mechanism in mediating the flowering in the cold treated plants were remain unclear.

In addition to playing a crucial role in flower bud differentiation, these changed hormone signals may also take part in tobacco response to cold stress. Usually, cold stress could induce the accumulation of ABA in plants, leading to the closure of plant stomata to help plants adapt to low temperature environment (Agurla et al., 2018). GAs induced degradation of DELLA repressor protein is also involved in cold responses. Recently, Lantzouni et al. showed that DELLAs could interact with GROWTH REGULATORY FACTOR (GRF) to regulate plant growth under cold stress (Lantzouni et al., 2020). Under cold stress, the biosynthesis and signal transduction of multiple hormones have changed, suggesting that the change of multiple hormone signals induced by cold stress may play two roles at the same time, including flower bud differentiation and cold stress tolerance.

### The brassinosteroid signaling regulated the cold induced early flowering

BRs are a class of steroidal hormones essential for plant growth and development (Kim and Russinova, 2020). And as biologically active agents, BL and other BRs have since been identified and widely recognized as a major group of plant growth regulators (Bajguz and Tretyn, 2003; Zullo and Kohout, 2004). In this study, the KEGG enrichment of DEGs demonstrated that the brassinosteroid biosynthesis pathway exhibited a very positive response to the cold stress, with phytochemical measurement confirming the increase of BL accumulation in the two cold treated tobacco strains (**Figure 3**). Although there is limited information regarding the function of BRs in regulation of flowering transition, the role of BRs in a flowering physiological study was investigated. Domagalska showed that the mutations impaired in BR biosynthesis exhibited typical phenotype of delayed flowering in *Arabidopsis* (Domagalska et al., 2007). As Li et al. reviewed, there may be multiple regulation relationships between BRs and the flowering time (Li et al., 2010).

One possible relationship is that BRs regulate the floral transition through the circadian system given the fact that it has been shown that BRs shortened the period of circadian rhythm of chlorophyll a/b binding protein (CAB), cold and circadian-regulated 2 (CCR2), and circadian clock associated 1 (CCA1) under both continuous white light and dark (Hanano et al., 2006). As we understand, the circadian clock is an endogenous mechanism that regulates metabolism and physiology in plant life. The circadian system displays dramatic effects on the flowering time by regulating the *CO* and *FT* genes (Suárez-López et al., 2001; Yanovsky and Kay, 2002). The secondary relationship is that BRs regulate the flowering time by mediating the expression of *FLC* by the BRI regulation pathway. It has been demonstrated in *Arabidopsis* that BR signaling promotes flowering by increasing the repression level of the *luminidependens* (*LD*), *FCA*, and *FLC* genes that are in the autonomous pathway (Domagalska et al., 2007). Another link between floral induction and BR signaling is the interaction between bri1-ems-supressor 1 (BES1) and early flowering 6/relative of early flowering 6 proteins. In Yu’s study, the BES1 was demonstrated to recruit ELF6 and REF6 to regulate the autonomous genes in *Arabidopsis* (Yu et al., 2008). Promoter analysis also showed that some BES1/BZR1 recognition motifs existed in DEGs, suggesting that these genes may be regulated by BES1/BZR1. In this study, we identified that BR signaling pathways may respond to the cold stress contributed to the apparent expression of related genes in these pathways, especially the *NtBRI1* genes. BL accumulation first responded to the cold stress in the stem tips of tobacco, and then the BR signaling regulated flowering related genes, thus leading to phenotypic characteristics of early floral transition.

## Data availability statement

The Microarray data are available in the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo) under the accession number GSE227885.

## Author contributions

XD and YZ contributed to the study conception and design. LX, XZ and GJ performed the experiments. XX and MR analyzed the data. XD, JZ and KD wrote the paper, and all authors commented on previous versions of the manuscript. All authors read and approved the final manuscript. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 The phenotype of XY1 and YY85 plants in cold induced early flowering in tobacco. **(A)** The time to bud stage of XY1 and YY85 under cold treatment. **(B)** The number of leaves in XY1 and YY85 under cold treatment. 5 plants of each treatment were collected for data analysis, and the experiment was repeated twice.

Supplementary Figure 2 Microarray expression profile analysis of tobaccos responding to chill condition in different species. **(A)** PCA plot of microarrays (X12 means XY1 under 12°C treatment; X28 means XY1 under 28°C treatment; Y12 means YY85 under 12°C treatment;Y28 means YY85 under 28°C treatment). **(B)** Heat map and cluster of microarrays. The color bar represents gene expression level (FPKM). Three independent biological replicates were used in this analysis.

Supplementary Figure 3 qRT-PCR of *NtFLC* gene in different species responding to cold treatment. The seedlings of XY1 and YY85 plants were treated with cold stress (12°C for 10 days, 16h light/8h dark), and then all plants were moved into the greenhouse (28°C, 16h light/8h dark). The samples were collected in 0d, 4d, 7d, 10d, 17d and 24d after cold treatment for qRT-PCR (# means cold treatment). Data are shown as the mean ± SD from three independent experiment replicates. Significant changes measured by Student’s t test (* means p < 0.05 and ** means p < 0.01).

Supplementary Figure 4 Top 20 GO and KEGG enrichment of DEGs in XY1 and YY85 under cold treatment.

Supplementary Figure 5 qRT-PCR of *NtFLC* and *NtLFY* genes in responding to BR treatment. The seedlings of HD plants were grow in the greenhouse (28°C, 16h light/8h dark). When sixth true leaf appeared, plants were treated with brassinolide, and samples were collected in 0h, 2h, 4h, 6h and 8h after cold treatment for qRT-PCR. Data are shown as the mean ± SD from three independent experiment replicates. Significant changes measured by Student’s t test (* means p < 0.05 and ** means p < 0.01).

Supplementary Figure 6 qRT-PCR of *NtBRI1* in responding to BR treatment and cold stress. For BR treatment, the seedlings of HD plants were grow in the greenhouse (28°C, 16h light/8h dark). When sixth true leaf appeared, plants were treated with brassinolide, and samples were collected in 0h, 2h, 4h, 6h and 8h after cold treatment for qRT-PCR. For cold stress treatment, the seedlings of HD plants were treated with cold stress (12°C for 10 days, 16h light/8h dark), and then all plants were moved into the greenhouse (28°C, 16h light/8h dark). The samples were collected in 1d, 4d, 7d, 10d, 17d and 24d after cold treatment for qRT-PCR (# means cold treatment). Data are shown as the mean ± SD from three independent experiment replicates. Significant changes measured by Student’s t test (* means p < 0.05 and ** means p < 0.01)

# Supplementary material for: Transcriptome and functional analysis revealed the intervention of brassinosteroid in regulation of cold induced early flowering in tobacco
**Source:** Front Plant Sci. 2023 Mar 31;14:1136884. doi: 10.3389/fpls.2023.1136884
**Supplement:** Supplementary file 7

Supplemental table 1 The primer sequences for gene cloning and qRT-PCR

|  | Names | Sequence 5'-3' | |
| --- | --- | --- | --- |
| Gene cloning | *NtBRI1-F* | GGATCCATGAAACCTCACAACAGTGCTA | |
|  | *NtBRI1-R* | ACTAGTTCATAGGTGTTTGCTCAGCTCAT | |
| Gene editing | *NtBRI1-Cas9-F* | GATTAGTAAGTTGGAGAAAGACTC | |
|  | *NtBRI1-Cas9-R* | AAACGAGTCTTTCTCCAACTTACT | |
| qRT-PCR | *NtFLC-F* | CTCAAGAAAATAGCAGCCTTCC | |
|  | *NtFLC-R* | TCTCCTTATTGCTCCTCACACA |  |
|  | *NtFLY-F* | GAACTCCTCGTCGGAGAAAG |  |
|  | *NtFLY-R* | ACTGGTTCCTCAGACAACCC |  |
|  | *NtBRI1-F* | GGCGATGGGTTTGTTGTTCT |  |
|  | *NtBRI1-R* | CTTCTCAAATGCGGCAAGGT |  |
|  | *β-actin-F* | AACAGTTTGGTTGGAGTTCTGG |  |
|  | *β-actin-R* | CATGAAGATTAAAGGCGGAGTG |  |

How the deposited data were processed for this re-analysis (not part of the article)

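RNA from stem tips of the tobacco cultivars XY1 and YY85, kept for 10 days at 12 °C or at 28 °C, was hybridised to 12 1-colour Agilent tobacco arrays, 3 for each cultivar and temperature. The sample labels and the paper give the condition and replicate of each array. The authors' deposited scanner files hold intensity values per spot, background-subtracted and spatially detrended by Agilent Feature Extraction, for which the submitters' processing notes name version 9.1. The authors' deposited table of all samples gives log2 values, and on every array 99.99% or more of them differed from the log2 of the scanner signal by 1 constant per array to within 0.001, the columns having medians of -2.384 to -2.181. That table was used for gene descriptions and as an alternative to the scanner values. It holds 43664 of the 43759 probes, of which 6128 have a gene description, 16285 only an EST name, 4780 only a genome contig and 16471 are unknown, and 95 probes of the arrays have no line in the table used here. Gene names come from these descriptions and from the paper's Tables 1, S2, S3, S4, S6 and S7. Of 40425 names and accessions on the array, 0 were found in the reference's table of tobacco genes, so names were kept as the files give them. Of Table S2, 1997 of the 4176 rows for XY1 and 612 of the 5773 rows for YY85 were at hand, so no overlap or enrichment was run on it.

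The log2 of the signal minus the 75th percentile of the array was taken over spots other than controls, 187 spots with outlier flags were left out, and spots of one probe were averaged. Probes well above background on all 3 arrays of at least 1 group, with at least 2 values in every group, were tested, 33936 in all. limma 3.58.1 in R 4.3.3 fitted the 4 groups over all 12 arrays for 5 comparisons, the cold response in each cultivar, the difference between these responses, and the difference between the cultivars at each temperature. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 2. The paper states the same fold and a p under the same threshold without naming an adjustment for the arrays. In data simulated from the real levels with known changes, run on 33796 probes, this procedure found 77.6% of the 2.5-fold, 91% of the 4-fold and 98.5% of the 8-fold changes in XY1, and 76.1%, 86.6% and 98.5% in YY85, with 5 false calls among 33596 unchanged probes in each. The simulated noise was independent between arrays, with the same spread of a probe in every group and no slide effect. These shares therefore do not measure errors from slides or from the unequal spread of the real groups.

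Gene lists, cell type markers, the alternatives and the rule for named genes were set before the data were examined, after the paper's tables had been read. The 33 gene lists and 5 marker lists were patterns matched to the descriptions, and lists with at least 5 tested probes were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it. The probes named are those of Table 1, the 10 strongest increases and decreases called in both cultivars with every cold array on one side of every control array, the 5 strongest differences between cultivars in each direction, genes the paper names, and 2 to 4 members of each list that passed. Probes of AG-motif binding proteins, which the symbol AG had matched, were left out after their values were seen, and 21 further probes were added after their values were seen. The probes of the study's tables were chosen by the study on these arrays.

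No arrays were identical among 66 pairs, the highest correlation being 0.995. Principal components used probes centred and not scaled. The alternatives were quantile and median scaling, normexp on the median signal (the files hold no mean signal), the deposited table, outlier spots kept, no filter on dim probes, a signal limit of 800 units as in the paper, no fold threshold, Student's test as the methods name it, only the arrays compared, slide as a fixed or random block, comparisons within a slide, the replicate number as a block, and each array left out. Array quality weights, and the SD of the shares with each array left out as the yardstick for principal components, were chosen after seeing the data. Tables were written with Python 3.11.15. KEGG and GO enrichment, qRT-PCR, hormone levels and transgenic lines were not analysed here.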

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

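Of the tests below, those of a slide shift and of plant handling were chosen after the results were seen, as was the condition by which the test on signal was read. The response to cold differed between the cultivars, in a direct test, for 694 probes, 435 of them with the more positive change in YY85. This majority turned with slide as a fixed block (303 more positive, 491 more negative) and without replicate 2 of YY85 at 28 °C (442 and 628). In 100 splits that exchanged cultivar labels within each temperature, 4 reached this count, the real one included, a share under 0.05. Such splits assume that the cultivars do not differ at either temperature. At 28 °C their arrays did differ, so the share cannot decide whether the difference in response is chance. The highest of the other splits gave 2679, several times the real count. It exchanged the labels of all arrays at 12 °C, which makes it a comparison of the cultivars over both temperatures. All 3 splits above the real count kept the YY85 controls of slide 1 together, which points to a structure of the samples. With slide as a fixed block 794 probes were called, and as a random block 157.

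Single probes whose response differed between the cultivars are given as YY85 minus XY1 on the log2 scale, as fitted, and where a group was not well above background on any array the size is set in part by background and is not a measured difference. This holds for the H+-ATPase, A_95_P176822 and ARR11 (YY85 at 28 °C), for LHY (XY1 at 28 °C), for the Avr9 and CBF1 probes (XY1 at both temperatures and YY85 at 12 °C) and for CBF2 (XY1 at 28 °C and YY85 at 12 °C). Among the 10 strongest with a description, the vacuolar H+-ATPase B subunit differed by 2.41 (adjusted p = 0.015), BYJ15 (A_95_P088683) by 2.38 (adjusted p = 0.031), a Mob1-like protein by 2.25 (adjusted p = 0.041), the predicted gene of probe A_95_P176822 by 2.19 (adjusted p = 0.036) and NtRSH1 by 2.16 (adjusted p = 0.02). On the other side, the Avr9 probe differed by -6.25 (adjusted p = 0.014), a regulator of gene silencing by -4.69 (adjusted p = 0.042), the cell wall enzyme XTH3 by -4.51 (adjusted p = 0.0097), Avr9/Cf-9 rapidly elicited protein 20 by -4.43 (adjusted p = 0.021) and the undescribed mRNA of probe A_95_P218532 by -3.97 (adjusted p = 0.044). The CBF1 probe A_95_P136437 and the CBF2 probe A_95_P316113, of the C-repeat binding factors known from cold responses, differed by -6.07 (adjusted p = 0.033) and -8.25 (adjusted p = 0.0097), being at least 19.8-fold and 40.3-fold lower in the cold in YY85, with every XY1 array of the CBF1 probe and all but 1 of the CBF2 probe not well above background. The LHY probe A_95_P224652 differed by -1.28 (adjusted p = 0.036), or by 0.23 with normexp, while the LHY probe A_95_P016256 differed by -0.22 and was not called. ARR11 differed by 1.46 (adjusted p = 0.012) and the ARR2 probe A_95_P067570 by 1.06 (adjusted p = 0.017), whose call within YY85 (1.04) ended without replicate 1 at 12 °C (0.89).

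Among gene lists, 36 probes for pathogenesis-related proteins changed by a mean of 2.06 in XY1, with 21 called higher and none lower (23 when adjusted over the list alone), and 8 called higher in YY85 (camera adjusted p = 8e-10 and 0.1, and adjusted p = 0.16 and 0.71 with an estimated correlation), and the difference between the cultivars had a mean of -1.34 (camera adjusted p = 8e-07). Differences of -0.49 for ethylene signalling and ERF factors (adjusted p = 0.0022), 0.26 for cell cycle regulators (adjusted p = 0.025) and 0.38 for DNA replication and histones (adjusted p = 0.0017) also passed, and none did with an estimated correlation (adjusted p = 0.88 with an estimated correlation for each of the 4). In 60 of 100 splits at least as many lists passed as the 4 in the real one, with 11 in the highest other, so chance is not excluded for the lists. Heat-shock proteins, which the paper does not report on, changed by a mean of -0.37 in XY1 (camera adjusted p = 0.027, and adjusted p = 0.2 with an estimated correlation). CEN-like protein 1, also outside the genes the paper discusses, rose by 6.31 in XY1, where not every control array was well above background, and also rose in YY85. It was picked among probes with every cold array on one side of every control array, so that separation is no further evidence.

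Far more probes differed between the cultivars at 28 °C (2358) than at 12 °C (12). Over the 2358 probes, the YY85 array at 12 °C on slide 1 deviated from its mates along the difference at 28 °C with a slope of 0.38 (SD of the slopes of the other 11 arrays 0.14), short of a slope that would account for all of it. With slide as a fixed block 250 of these probes stayed called in the same direction and 2066 kept their sign, in a fit that rests on few arrays, so a slide shift and the cultivar cannot be told apart. With the tested probes parted into 3 equal groups by brightness, 1.87% of the brightest were called, against 13.9% of the dimmest, but the share also fell with brightness in the cold response of XY1 (3.86 against 22.51%), so lower signal of the YY85 controls stays open too. A difference between the cultivars at 28 °C stays open as the biological explanation.

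Replicate 1 of YY85 at 12 °C stood apart from the other 2 arrays of its group. Among the brightest of 3 equal groups of probes, its distance from its mates was 1.46 times the largest in the other groups, just under the bound of 1.5 set before, consistent with low signal. Its deviation correlated at 0.44, across probes, with the difference between YY85 and XY1 at 28 °C, consistent with a shift shared by slide 1. Mixture with control RNA stays open, with a slope of 0.04 on the control profile (SD of the other 11 arrays 0.06). No biological explanation was tested, since the design gives none for 1 replicate.

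Genes known for rapid induction were higher in YY85 than in XY1 at 28 °C. Over 96 probes of such genes, after leaving out 4 in which this was noticed, the mean shift was 0.89, with 27 called higher and 1 lower (camera p = 9.9e-09, and p = 0.081 with an estimated correlation), and at 12 °C it was -0.14, the other way, with no call (camera p = 0.019). The YY85 array at 12 °C on slide 1 lay at -0.19 on this list, and with slide as a fixed block the shift was 1.1 in a fit that rests on 1 array, so a slide shift is not decided. Handling of the YY85 plants before sampling, which may raise such genes, and a difference between the cultivars predict the same shift and cannot be told apart.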

How the results depend on the processing

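Array weights and the yardstick for principal components were chosen after the results were seen. The counts in XY1, in YY85 and between the cultivars at 28 °C stayed within 1.5 times under most alternatives, and those for the difference in response and at 12 °C did not. Of the counts and shares, 292 stayed within their spread or within 1.5 times the main value and 75 moved. For gene list tests 1955 values kept direction and side of the threshold, 29 passed anew, 60 no longer passed and 2 turned, and for named probes these numbers were 9446, 90, 376 and 3. The arrays' signal over background limits what can be said of dim probes. Normexp ended 63 of the calls among 256 results of named probes within a cultivar, the t-test after adjustment 34, comparisons within a slide 40, slide as a fixed block 29, and leaving out 1 array 22. Unless a construction is named, the cause was not tested.

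With normexp, 2425 probes were called in XY1 (862 higher, 1563 lower), 4127 in YY85, 78 for the difference (71 higher, 7 lower), 977 at 28 °C, 0 at 12 °C and 1640 in both cultivars, 68 and 119 study probes in XY1 and YY85, and the first components held 45.7 and 30.3%. Mitochondrial respiration in XY1 turned to -0.04 with normexp, as did BAS1 in XY1 (-0.04), ARR11 in XY1 (-0.21) and the difference for LHY probe A_95_P224652 (0.23). With no filter on dim probes, 315 were called for the difference, 5 at 12 °C and 1665 higher and 1652 lower at 28 °C, and the components held 47 and 23.8%. The limit of 800 units, which tests fewer probes, gave 1802, 3351, 347 for the difference, 943 at 28 °C, 1367 in both, 69 and 99 study probes, and 64.8 and 16.9%. Unit variance gave components of 46.1 and 23.7%, and called probes alone 71.1 and 12.9%. Quantile normalization gave 809 higher and 1336 lower at 28 °C, against 639 and 1719.

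With no fold threshold the counts were 12633, 18304, 1261 for the difference, 9184 at 28 °C and 9815 in both. The methods' t-test called 325 at 12 °C at an unadjusted p, and 0 there and 924 at 28 °C after adjustment. At 12 °C the fit of the 6 arrays compared called 0. Slide as a fixed block, which by construction rests XY1 and YY85 on single arrays, gave 1128 at 28 °C (689 higher, 439 lower), 2 at 12 °C and 303 higher and 491 lower for the difference, and slide as a random block 157 for the difference, 821 at 28 °C and 0 at 12 °C. The replicate block gave 443 for the difference and 0 at 12 °C. The replicate numbers share only a number, with correlations of same-numbered arrays of 0.07, 0.14 and -0.12 in XY1 and -0.26, -0.11 and -0.22 in YY85, and not every array correlated best with its own number. With an estimated correlation 0 gene lists passed in XY1, 0 in YY85 and 0 for the difference. Array weights gave 1605 for the difference and 1 at 12 °C, and turned the difference of ribosomal proteins to -0.05.

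Leaving out each array in turn gave 207 (without replicate 2 of XY1 at 28 °C) to 2057 (without replicate 1 of YY85 at 12 °C) for the difference, against 694 with all arrays. Without replicates 1, 2 and 3 of YY85 at 28 °C it was 921, 1070 and 366, without replicates 2 and 3 of YY85 at 12 °C 280 and 451, without replicates 1 and 3 of XY1 at 28 °C 220 and 299, and without replicates 1, 2 and 3 of XY1 at 12 °C 208, 291 and 228. At 28 °C the range was 1394 (without replicate 2 of XY1) to 2747, with 1422 without replicate 3 of YY85, and at 12 °C 0 (without replicate 2 of YY85) to 193 (without replicate 3 of YY85), with 1 without replicate 1 of YY85 at 12 °C, 5 without replicate 2 of YY85 at 28 °C, and 6, 6 and 7 without replicates 1, 2 and 3 of XY1 at 28 °C. The components held 56.9 to 66.2% and 16.2 to 20.4%. In XY1 3543 to 4084 probes were called, in YY85 5852 to 7036, and in both 2605 to 2962.

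Splits of 3 arrays against 3 number 10, the real one included, too few for a share under 0.05. The real split gave 3974 probes in XY1 (highest other 0), 6463 in YY85 (257), 2358 at 28 °C (0), 12 at 12 °C (1), 145 study probes in XY1 (0) and 193 in YY85 (0), each as large in 1 split, and 11 gene lists in XY1 (14; as large in 4 splits) and 10 in YY85 (10; as large in 2 splits). The study chose its probes on the real split, so their low counts in the other splits are no further evidence. For the 2869 probes called in both cultivars 1 of 100 splits was as large, the highest other being 22. These splits exchanged the temperature labels within each cultivar. Since the other splits called at most 0 probes in XY1 and 257 in YY85, most could share few probes whatever the real overlap. The share thus cannot decide whether the overlap between the cultivars is chance.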

Differences from the paper's values

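The paper's thresholds were a fold over 2 and a p under 0.05 with no adjustment named, against an adjusted p here. For brassinosteroid biosynthesis the paper counts 9 genes up and 1 down, and here 6 were called up and 3 down among the genes of Table S6, which itself lists 7 up and 3 down. The count of 3 down differs from the paper's 1 by more than 1.5 times in the main analysis and under 26 of the 27 alternatives set before the data were examined, and the signal limit of 800 units gave 1 down and 1 up. Fig. 2B shows about 800 genes down only in XY1, read by eye, and 516 probes were called here. Under 12 of these alternatives the value came within 1.5 times, namely both forms of the methods' t-test, no filter on dim probes, normexp, the 6 arrays compared, comparisons within a slide, and leaving out replicate 1 of XY1 at 12 °C, replicate 3 of XY1 at 28 °C, replicates 1 or 2 of YY85 at 12 °C, or replicates 2 or 3 of YY85 at 28 °C. Under the other 15 it did not, namely the deposited table, outlier spots kept, the limit of 800 units, median scaling, no fold threshold, quantile normalization, the replicate block, slide as a fixed or random block, and leaving out any of the remaining 6 arrays. Fig. 2A shows about 2100 genes up in YY85, read by eye, and 3281 probes were called here. Under 10 alternatives it came within 1.5 times, namely the limit of 800 units, both forms of the methods' t-test, normexp, the 6 arrays compared, slide as a random block, comparisons within a slide, and leaving out replicates 2 or 3 of YY85 at 12 °C or replicate 3 of YY85 at 28 °C. Under the other 17 it did not, namely the deposited table, outlier spots kept, median scaling, no filter on dim probes, no fold threshold, quantile normalization, the replicate block, slide as a fixed block, and leaving out any of the remaining 9 arrays.

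The paper gives the MADS-box genes of Table 1 as up, and their 5 probes rose here. For probes A_95_P196857 and A_95_P245952, named AP1 there, the paper's Table S2 gives a Rab GTPase, for A_95_P206422, named AGL67, an adenylate kinase, and for A_95_P292643, named AG, a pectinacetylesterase, and of 8 probes described as MADS-box factors none rose. The paper classed its called genes with MapMan through matches to the tobacco genome. The lists here rest on array descriptions, which 5602 of the 33936 tested probes carry, and need not hold the same genes. The paper states that genes of the mitochondrial electron transport chain nearly all rose, and of 46 probes described for mitochondrial respiration 3 rose and 3 fell in XY1 and 5 rose and 5 fell in YY85. Of the other groups it names there, 20 phenylpropanoid probes rose in XY1 and 25 in YY85 and 17 and 14 polyamine probes rose, and none fell, while of the redox enzymes 33 rose and 3 fell in XY1 and 32 rose and 6 fell in YY85, and of the cell wall enzymes 17 rose and 3 fell and 21 rose and 7 fell. The paper states that EIN2 and EIL3 rose. Here 1 of 3 EIN2 probes rose, that of Table S3, in YY85 and not in XY1, the difference between the cultivars not being called. Of 2 EIL3 probes 1 rose, again that of Table S3, in both cultivars. The paper gives COP1 as up. Of 3 COP1 probes, A_95_P065575 rose in XY1 and changed the same way in YY85, there under the 2-fold threshold. Probe A_95_P215687, which the array describes as COP1-like, fell in both cultivars, and A_95_P031671 was not called. The DWF4 probe rose in XY1 (adjusted p = 0.011) and was not called in YY85 (adjusted p = 0.057), where Table S6 gives it for YY85 and not for XY1. The paper states that ARR genes were expressed positively in both cultivars, and it describes ARR (APRR) genes as parts of the circadian clock. The 9 ARR probes of Table S3 act in cytokinin signalling, so they may not be the genes meant. Of these 9 probes, 4 rose and 1 fell in XY1, and 7 rose and 1 fell in YY85, and a further probe described as ARR2 fell in both. The PRR5 probe, of the clock, rose in both.

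Other counts lay within 1.5 times of the paper's, such as 7546 probes against the paper's 7326 genes called in either cultivar, 3974 and 6463 against its 4176 and 5773, 1371 called up in both against its 1304, and 1498 called down in both against its 1305. The paper left out spots under 800 units, a limit not applied in these counts. With a limit of 800 units, 1802 probes were called in XY1, 3351 in YY85 and 1367 in both. Each of these lay more than 1.5 times below the paper's count. The first components held 59.3 and 18.5%, against the paper's 60.6 and 18.0%. All 15 folds compared with the part of Table S2 at hand lay within 1% of those here.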

Other observations

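The lists of desaturases, dehydrins and sugar metabolism, known from cold acclimation, did not pass camera in XY1 or YY85 after 10 days at 12 °C. Of 26 fatty acid desaturase probes, none was called in XY1 by limma, and 1 rose and 4 fell in YY85 (camera adjusted p = 0.83 and 0.49). Of 5 probes for dehydrins and cold-regulated proteins, 2 fell and none rose in XY1 (3 fell when adjusted over the list alone), and 1 rose and 2 fell in YY85 (camera adjusted p = 0.51 and 0.28). Of 7 probes for raffinose, trehalose and starch breakdown, 1 rose in XY1, and 1 rose and 1 fell in YY85 (camera adjusted p = 0.14 and 0.61). A CBF1 probe (A_95_P002336) rose at least 5.3-fold in XY1 and 2.1-fold in YY85 (adjusted p = 0.00026 and 0.001). The other CBF1 probe (A_95_P136437) and a CBF2 probe (A_95_P316113) went the other way in YY85, being lower in the cold. In XY1 no array measured that other CBF1 probe well above background. Of 19 terpenoid probes, 1 rose in XY1 and 2 in YY85 and none fell (camera adjusted p = 0.15 and 0.1), and of 9 probes for CONSTANS-like factors 1 rose in each cultivar (camera adjusted p = 0.54 and 0.78). Of 15 actin probes, the family used as the qRT-PCR reference, none was called in XY1 by limma and 1 fell in YY85.

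BRI1, the brassinosteroid receptor whose transgenic lines the paper studies, had 3 probes, and none passed the 2-fold threshold. Their log2 changes were -0.41, -0.47 and -0.49 in XY1 (adjusted p = 0.028, 0.036 and 0.0032) and -0.77, -0.88 and -0.68 in YY85 (adjusted p = 0.00062, 0.00098 and 0.00028). The paper reports from qRT-PCR that cold induced NtBRI1, in plants of another cultivar (HD) sampled on several days after the cold treatment. Cultivar, time and method thus differ from those here. Among markers of other tissues, 23 probes for leaf mesophyll had 1 higher and 1 lower in XY1 and 2 of each in YY85 (camera adjusted p = 0.22 and 0.095), and none of 10 pollen and anther probes was called in either cultivar by limma (camera adjusted p = 0.51 and 0.36). The markers of the shoot apical meristem (3 probes) and of xylem (2 probes) were too few for a test, and no tested probe matched those of glandular trichomes.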
